# *TrxT* and *dhd* are dispensable for Drosophila brain development but essential for *l(3)mbt* brain tumour growth

**DOI:** 10.1038/s44319-024-00154-1

**Published:** 2024-05-15

**Authors:** Cristina Molnar, Jan Peter Heinen, Jose Reina, Salud Llamazares, Emilio Palumbo, Giulia Pollarolo, Cayetano Gonzalez

**Keywords:** Malignant Growth, Tumours, Cancer-Testis Genes, Cancer-Germline Genes, Cancer, Development, Genetics, Gene Therapy & Genetic Disease

## Abstract

Expression of the Drosophila cancer-germline (CG), X-linked, head-to-head gene pair *TrxT* and *dhd* is normally germline-specific but becomes upregulated in brain tumours caused by mutation in *l(3)mbt*. Here, we show that *TrxT* and *dhd* play a major synergistic role in the emergence of *l(3)mbt* tumour-linked transcriptomic signatures and tumour development, which is remarkable, taking into account that these two genes are never expressed together under normal conditions. We also show that *TrxT*, but not *dhd*, is crucial for the growth of *l(3)mbt* allografts, hence suggesting that the initial stages of tumour development and long-term tumour growth may depend on different molecular pathways. In humans, head-to-head inverted gene pairs are abundant among CG genes that map to the X chromosome. Our results identify a first example of an X-linked, head-to-head CG gene pair in Drosophila, underpinning the potential of such CG genes, dispensable for normal development and homoeostasis of somatic tissue, as targets to curtail malignant growth with minimal impact on overall health.

## Synopsis

The Drosophila cancer-germline, head-to-head gene pair *TrxT* and *dhd* is dispensable for normal brain development but plays a major role in the expression of mbt tumour transcriptomic signatures and neoplastic growth.

- Germline specific thioredoxins *TrxT* and *dhd* are dispensable for larval brain development.
- *TrxT* and *dhd* synergistically contribute to mbt larval brain tumour growth.
- *TrxT*, but not *dhd*, is crucial for long-term growth of allografted mbt tumours.
- *TrxT* and *dhd* underpin the potential of cancer-germline genes as ideal targets to curtail malignant growth.

## Abstract (web summary)

The Drosophila cancer-germline, head-to-head gene pair *TrxT* and *dhd* is dispensable for normal brain development but plays a major role in the expression of mbt tumour transcriptomic signatures and neoplastic growth.

## Introduction

Drosophila tumour suppressor gene *l(3)mbt* encodes a conserved transcriptional regulator with ubiquitous expression (Gateff et al, 1993). Mutations affecting *l(3)mbt* result in malignant brain tumours (henceforth referred to as mbt tumours) that originate in the neuroepithelium (NE) from where they expand invading other areas of the larval brain lobe. Upon allografting into healthy adult flies, mbt tumours grow massively, invading the host’s organs and ultimately leading to host mortality (Gateff et al, 1993). Remarkably, these malignant traits are much more prominent in males than in females (Molnar et al, 2019).

Gene expression profiling of mbt tumours has revealed two types of tumour-linked transcriptomic signatures: the so-called mbt tumour signature (MBTS) and the sex-dimorphic signature (SDS). The MBTS includes genes that are dysregulated in mbt tumours compared to normal brains (Janic et al, 2010). The sex-dimorphic signature (SDS) includes genes that are dysregulated in mbt tumours of one sex compared to mbt tumours of the other (Molnar et al, 2019). Both the MBTS and SDS signatures are enriched in genes whose expression in wild-type animals is restricted to the germline, hence similar to the so-called “cancer-testis” (CT) genes reported in human cancer (Janic et al, 2010; Molnar et al, 2019). We refer to these as “cancer-germline” (CG) to acknowledge the fact that some of these genes are also expressed in the female germline. Some CG genes upregulated in *l(3)mbt* individuals have been shown to play crucial roles in mbt tumour growth (Janic et al, 2010; Rossi et al, 2017).

Included in the MBTS are the thioredoxins *dhd* and *TrxT*, the latter of which is also a member of the SDS (Molnar et al, 2019). Thioredoxins are ubiquitously present in all living organisms and cellular compartments and play important roles in development and disease. Their general role is to control the cellular redox state by catalysing the reduction of oxidised substrates (Holmgren, 1985; Nishinaka et al, 2001; Powis and Montfort, 2001). However, thioredoxins also have a number of specialised functions like regulating cell death, transcription factor activity, and protein folding (Collet and Messens, 2010; Powis and Montfort, 2001; Wilkinson and Gilbert, 2004).

According to Flybase (Gramates et al, 2022), the Drosophila thioredoxin group includes 9 proteins out of which Dhd, TrxT, Trx-2 and Txl contain the classical thioredoxin motif WCGPCK (AlOkda and Van Raamsdonk, 2023; Mondal and Singh, 2022; Svensson and Larsson, 2007). Trx-2, which is ubiquitously expressed, is the orthologue of human TXN that is found at elevated levels in many cancer types and plays an important role in tumour progression and metastasis (Arner and Holmgren, 2006; Flores et al, 2012; Karlenius and Tonissen, 2010).

In wild-type animals, TrxT and Dhd are male- and female-germline-specific, respectively (Svensson et al, 2003), and, therefore, their unscheduled upregulation in somatic larval brain mbt tumours qualify them as Drosophila CG genes. These two proteins are encoded by a pair of adjacent genes on the X chromosome that are transcribed in opposite directions (head-to-head). This is interesting because head-to-head inverted repeats are abundant among X-linked CT genes (CT-X), which account for nearly half of all known CTs in humans (Fratta et al, 2011; Ross et al, 2005; Salmaninejad et al, 2016; Simpson et al, 2005; Stevenson et al, 2007; Warburton et al, 2004; Zhao et al, 2012).

Dhd is expressed during oogenesis and unlike TrxT and other thioredoxins, has positively charged sites on its surface, a feature that has been suggested to be linked to its role in the replacement of protamines by histones that drives sperm nuclear decondensation upon fertilisation (Emelyanov and Fyodorov, 2016; Freier et al, 2021; Tirmarche et al, 2016). In addition, Dhd plays a crucial role in the major global change in redox state that takes place at the oocyte-to-embryo transition, reducing and modulating the activity of RNA-binding proteins and histone modifiers like demethylase NO66 (Petrova et al, 2018). The majority of fertilised eggs derived from *dhd* mutant females fail to complete meiosis, and a small number of escaper embryos present defects in head formation (Salz et al, 1994).

The testis-specific TrxT has been much less studied, and no function has yet been assigned to this gene. TrxT has been reported to localise at Y chromosome loops in primary spermatocytes (Svensson et al, 2003), but the possible functional significance of this association remains unknown. Males carrying a deficiency that uncovers TrxT remain fully viable and fertile, and do not present any visible phenotype (Svensson et al, 2003). TrxT contains a highly flexible C-terminal tail that appears to stabilise the protein in a closed conformation and is not present in other canonical thioredoxins (Freier et al, 2021).

In addition to being ectopically expressed in mbt tumours, *TrxT* and *dhd* have been previously identified as suppressors of mbt growth in a high-content RNAi screen that was carried out using unsexed larval brain samples (Rossi et al, 2017). Here, using genetic loss-of-function conditions, including CRISPR knock-out alleles that we have generated to this end, and taking into account the highly sexually dimorphic nature of mbt tumours (Molnar et al, 2019), we show that *TrxT* and *dhd* exert a synergistic contribution to the development of mbt tumours that is much more substantial in male than in female larval brains. In contrast, the massive growth of allografted mbt tumours derived from male larvae is significantly dependent upon TrxT, but no Dhd function. We have also found that the combined action of *TrxT* and *dhd* accounts for the transcriptional dysregulation of a significant fraction of the genes that compose the MBTS and most of the SDS mbt tumour signatures.

## Results and discussion

### *TrxT* and *dhd* are dispensable, alone or in combination, for normal brain development

As a first step to investigate the individual contribution of *TrxT* and *dhd* to mbt tumour growth, we generated the CRISPR knock-out alleles, *TrxT*^*KO*^ and *dhd*^*KO*^ that lack the entire CDS of each of these genes (Fig. 1A). To assess the combined effect of *TrxT* and *dhd* loss, we have made use of *Df(1)J5*, a 1.4 kb deficiency that uncovers most of the *TrxT* gene, and the entire 5’UTR plus a small part of the CDS of *dhd* (Salz et al, 1994; Svensson et al, 2003; Tirmarche et al, 2016). Consistent with the reported phenotypes of *Df(1)J5*, both *TrxT*^*KO*^ hemizygous males and *dhd*^*KO*^ homozygous females are viable and present no observable cuticular phenotypes; homozygous *dhd*^*KO*^ females are sterile; and homozygous *TrxT*^*KO*^ females, *dhd*^*KO*^ males, and *TrxT*^*KO*^ males are fully fertile (Salz et al, 1994; Svensson et al, 2003; Tirmarche et al, 2016). 

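RNA was sequenced from male larval brains of 5 genotypes, with 3 libraries per genotype and 10 brains per library. *w1118* is the wild-type control strain, and *l(3)mbt* ts1 is a temperature-sensitive allele of *l(3)mbt* whose larvae develop mbt brain tumours at 29 °C. The other genotypes were the double mutants *TrxT* KO*; l(3)mbt* ts1, *dhd* KO*; l(3)mbt* ts1 and *Df(1)J5; l(3)mbt* ts1. By the paper's methods, *w1118* larvae were dissected at 5 days and all other larvae at up to 6 days, so genotype and age change together in any comparison with *w1118*. The authors aligned the reads with STAR, scaled the libraries with the TMM method and deposited one RPKM value (reads relative to gene length and library size) for each of 9656 genes in each library. The low values show no steps worth 1 read, so the depth of each library and its counting error are unknown, and the precision of each mean rests on the spread of the 3 libraries. The summed RPKM of a library was between 246602 and 303797. Pearson's r across genes between replicates was 0.959 to 0.985 in *w1118* and 0.981 to 0.993 in the other genotypes. No value is 0. All 3 libraries of a genotype hold one identical value in 399 genes in *w1118*, in 61 in *l(3)mbt* ts1, in 37 in *TrxT* KO*; l(3)mbt* ts1, in 24 in *dhd* KO*; l(3)mbt* ts1 and in 23 in *Df(1)J5; l(3)mbt* ts1. The highest such value was 1.35 RPKM in *w1118* and 1.68 in *l(3)mbt* ts1, so an identical value is not always a low one. Levels, not fold changes, are given for such groups. Each comparison used the 6 libraries of 2 genotypes and the genes with an RPKM of at least 0.3 in at least 2 of them. The test was limma on log2(RPKM + 0.1), which understates the change of genes with low RPKM. Genes with an adjusted p-value (Benjamini-Hochberg) under 0.05 and a fold change above 2 were called differentially expressed, the limits the paper used with edgeR. With 3 libraries against 3, an exact permutation test of 1 gene cannot go below p = 0.1.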

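*TrxT* (FBgn0029752) had 5.70 ± 0.356 RPKM (SD, n = 3 libraries) in *l(3)mbt* ts1. It fell to 0.844 ± 0.302 RPKM in *TrxT* KO*; l(3)mbt* ts1, a log2 fold change of -2.67 (standard error 0.225, adjusted p = 0.000764, limma). *Df(1)J5; l(3)mbt* ts1 had 0.244 ± 0.12 RPKM, a log2 fold change of -4.13 (standard error 0.228, adjusted p = 1.58e-05). In *dhd* KO*; l(3)mbt* ts1, which keeps the gene, its level of 4.21 ± 0.0555 RPKM was lower than in *l(3)mbt* ts1 by less than the fold limit (log2 fold change -0.42, adjusted p = 0.00837). *dhd* (FBgn0011761) had 6.94 ± 0.425 RPKM in *l(3)mbt* ts1 and 0.0978 RPKM in each of the 3 *w1118* libraries. Its level was 0.903 ± 0.266 RPKM in *dhd* KO*; l(3)mbt* ts1, a log2 fold change of -2.85 (standard error 0.203, adjusted p = 0.000314). *Df(1)J5; l(3)mbt* ts1 kept 2.15 ± 0.345 RPKM, a log2 fold change of -1.65 (standard error 0.124, adjusted p = 0.000103). Loss of *TrxT* alone left *dhd* at 8.07 ± 1.1 RPKM, not distinguishable from *l(3)mbt* ts1 (log2 fold change 0.21, adjusted p = 0.311). The deficiency leaves most of the *dhd* coding sequence in place, by the paper's description, so reads from it can remain in *Df(1)J5; l(3)mbt* ts1. For both genes, every library of a genotype with a lesion in the gene lay below every *l(3)mbt* ts1 library. The source data of Fig. 3E hold other values for these libraries. There *TrxT* had the paper's 40.4 RPKM in *l(3)mbt* ts1 and 0.67 in *TrxT* KO*; l(3)mbt* ts1. *dhd* had the paper's 126 RPKM in *l(3)mbt* ts1, 0.863 in *dhd* KO*; l(3)mbt* ts1 and 2.66 in *Df(1)J5; l(3)mbt* ts1. The share of transcript left with a lesion is therefore much smaller by those values than by the deposited ones. *TrxT* and *dhd* both encode thioredoxins, and the paper's text does not say how reads matching both genes were counted. *roX1*, an RNA of the male dosage compensation complex, lay between 311 and 1039 RPKM in the 15 libraries labelled male.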

RNA-seq data confirms the total loss of expression of the corresponding transcripts in *TrxT*^*KO*^*; l(3)mbt*^*ts1*^, *dhd*^*KO*^*; l(3)mbt*^*ts1*^, and *Df(1)J5; l(3)mbt*^*ts1*^ larval brains. (Fig. 1A). RNA-seq data also shows that *TrxT* is significantly upregulated in *l(3)mbt*^*ts1*^ males compared to females (FC = 7.06; FDR = 1.10E-44) while *dhd* is not (FC = 1.89; FDR = 2.00E-14). These data are further substantiated by reverse transcription-quantitative polymerase chain reaction (RT-qPCR) (Fig. 1B).

**Figure 1:**
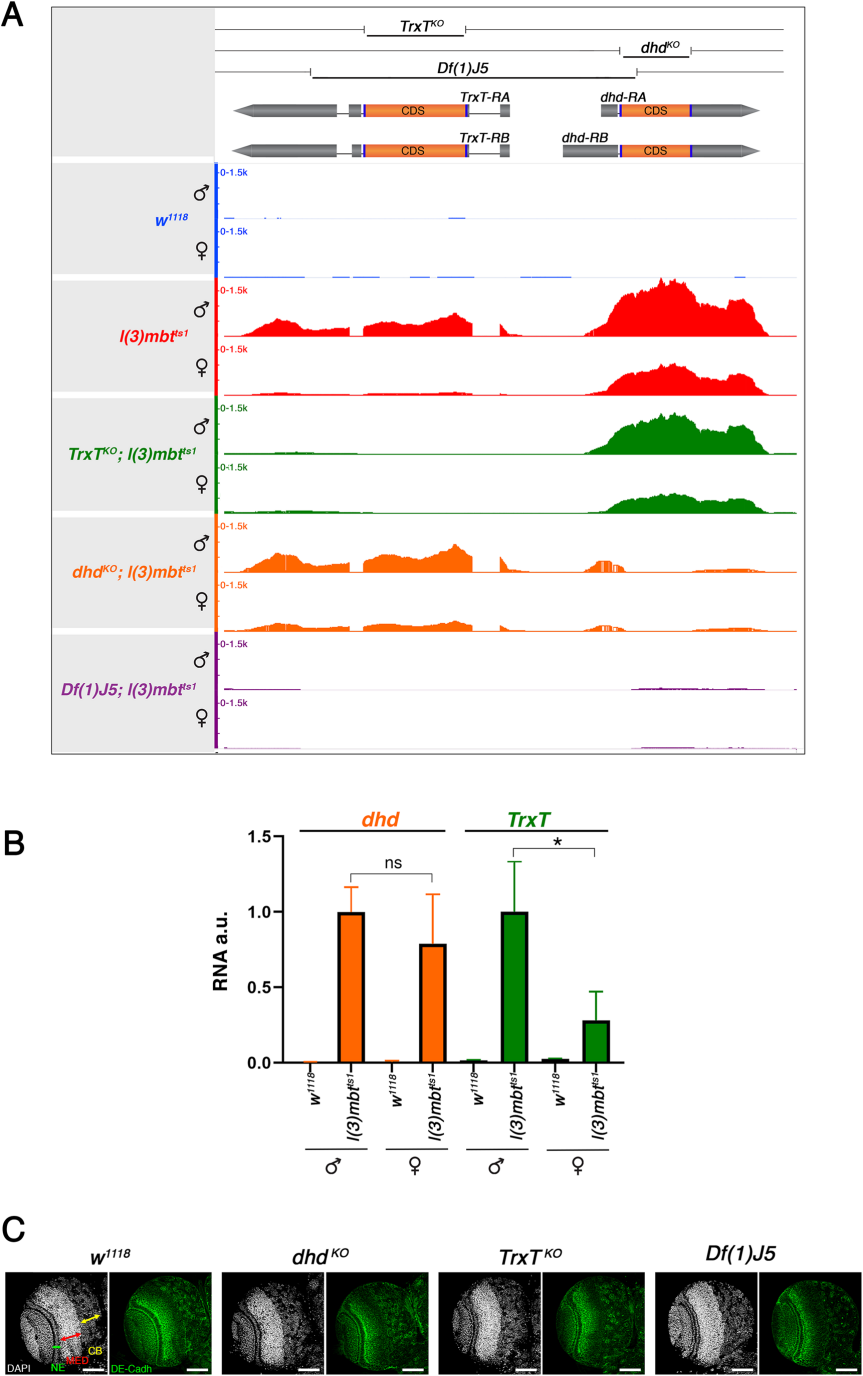
*TrxT* and *dhd* are upregulated in mbt tumours and are dispensable for normal brain development. (**A**) Scheme of the *TrxT* and *dhd* genomic region showing the span of CRISPR knock-out alleles *TrxT*^*KO*^ and *dhd*^*KO*^ and *Df(1)J5*. Genome browser view of RNA-seq reads aligned to the *TrxT* - *dhd* locus in *w*^*1118*^, *l(3)mbt*^*ts1*^, *TrxT*^*KO*^; *l(3)mbt*^*ts1*^, *dhd*^*KO*^; *l(3)mbt*^*ts1*^, and *Df(1)J5*; *l(3)mbt*^*ts1*^ larval brains. (**B**) Quantification by RT-qPCR of the *TrxT* and *dhd* transcripts in *l(3)mbt*^*ts1*^ and *w*^*1118*^ larval brains. Error bars indicate SD of data derived from biological triplicates (two technical duplicates each). au., arbitrary units. Student’s *t* test; *P < 0.05; ns *P* > 0.05. (**C**) Larval brain lobes from wild-type (*w*^*1118*^*), dhd*^*KO*^, *TrxT*^*KO*^, and *Df(1)J5* mutant larvae stained with DAPI (grey) and anti-DE-cadherin (green). Neuroepithelium (NE), medulla (MED), and central brain (CB) are labelled by green, red, and yellow arrows, respectively. None of these landmarks are affected in *dhd*^*KO*^, *TrxT*^*KO*^, and *Df(1)J5* larvae. Data Information: (**B**) statistical analysis was performed using Student’s *t* test. (**C**) Scale bar, 50 µm. Source data are available online for this figure.

The main histological landmarks that characterise mbt tumours, i.e.,: lamina, NE, medulla (MED), and central brain (CB), are readily visible by staining larval brain lobes with 4′,6-diamidino-2-phenylindole (DAPI) to label DNA and anti-DE-cadherin antibodies to mark the adherens junctions of the NE (Fig. 1C). Consistently with their germline-restricted expression, and the reported lack of somatic phenotype (Pellicena-Palle et al, 1997; Salz et al, 1994; Svensson et al, 2003; Tirmarche et al, 2016; Torres-Campana et al, 2022), none of these brain histological landmarks are affected in *dhd*^*KO*^, *TrxT*^*KO*^, and *Df(1)J5* larvae (Fig. 1C).

### The combined action of TrxT and Dhd contribute to mbt tumour development, but only TrxT plays a significant role in long-term, sustained tumour growth

Mbt tumours from male and female larvae can easily be told apart from each other on the basis of how they affect normal brain development (Molnar et al, 2019). Most mbt tumours derived from female larvae present shortened NE but retain a relatively normal CB and compact MED, while most male mbt tumours present an enlarged and convoluted NE that expands over most of the optic lobe such that the MED is dispersed and the CB is hardly recognisable (Figs. 2A,B and  EV1).

**Figure 2:**
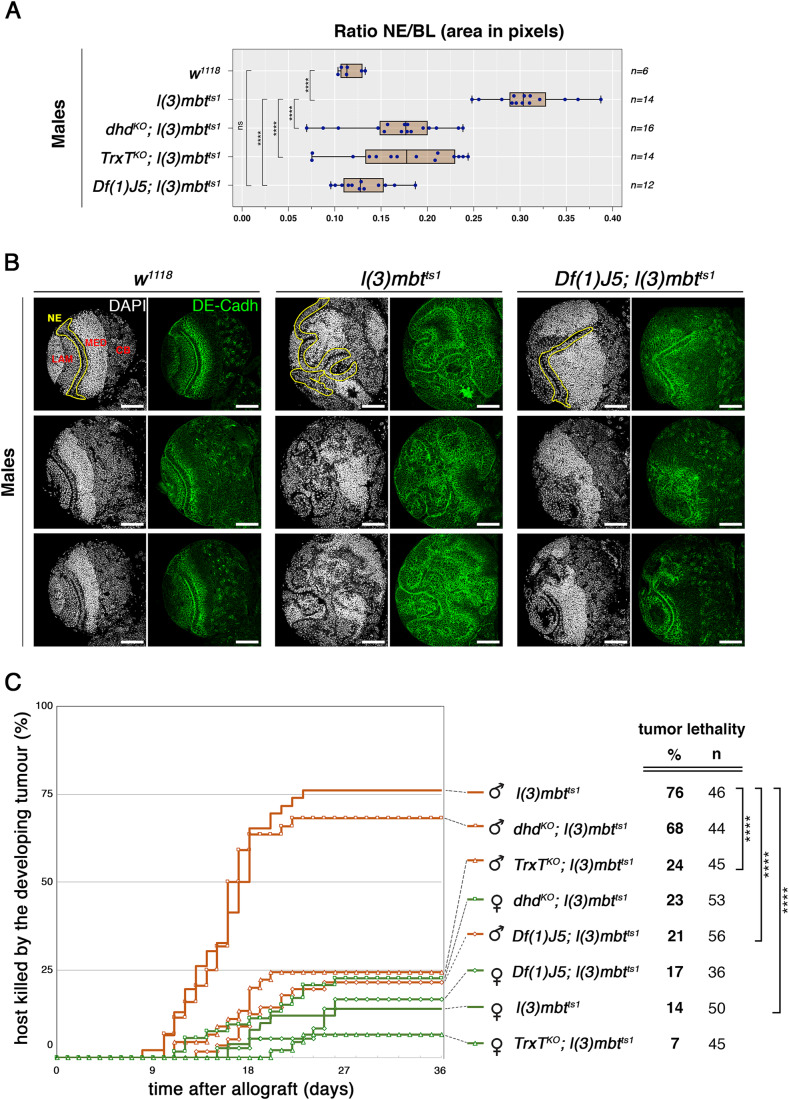
*TrxT* and *dhd* depletion inhibits male-specific mbt tumour traits. (**A**) The relative size of the neuroepithelium (NE) as a fraction of brain lobe (BL) area in male control (*w*^*1118*^), *l(3)mbt*^*ts1*^ single-mutant, and *dhd*^*KO*^*; l(3)mbt*^*ts1*^*, TrxT*^*KO*^*; l(3)mbt*^*ts1*^*Df(1)J5; l(3)mbt*^*ts1*^ double-mutant male larvae. ****P < 0.0001; ns *P* > 0.05. (**B**) Larval brain lobes from control (*w*^*1118*^), *l(3)mbt*^*ts1*^ single-mutant, and *Df(1)J5; l(3)mbt*^*ts1*^ double-mutant male larvae stained with DAPI (grey) and anti-DE-cadherin (green). Male *l(3)mbt*^*ts1*^ lobes present an enlarged and convoluted NE (outlined in yellow) that expands over most of the optic lobe such that the MED is dispersed and the CB is hardly recognisable. Male *Df(1)J5; l(3)mbt*^*ts1*^ lobes present a notable recovery of wild-type traits. For each genotype, three representative different lobes are shown. Scale bar, 50 µm. (**C**) Tumour growth rate and host lethality caused by allografted *l(3)mbt*^*ts1*^ single-mutant, and *dhd*^*KO*^*; l(3)mbt*^*ts1*^*, TrxT*^*KO*^*; l(3)mbt*^*ts1*^ and *Df(1)J5; l(3)mbt*^*ts1*^ double-mutants, male (brown) and female (green) brain lobes. Male *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ and male *Df(1)J5; l(3)mbt*^*ts1*^ implants develop and kill hosts at a much lower rate than *l(3)mbt*^*ts1*^ implants. Chi-squared test, ****P < 0.0001. Data Information: (**A**) The vertical line within each box represents the median, and the box boundaries are defined by the 25th and 75th percentiles. The whiskers extend to the minimum and maximum values. Each blue dot represents a NE/BL ratio value (area in pixels) for a single brain lobe, with sample sizes indicated (*n* = 6, 14, 16, 14, 12). (**A**) Statistical analysis was performed using Mann–Whitney test, or (**C**) Chi-squared test. (**B**) Scale bar, 50 µm. Source data are available online for this figure.

**Figure EV1:**
*TrxT* and *dhd* depletion affects female-specific mbt tumour traits. (**A**) Relative size of NE as a fraction of BL area in female control (*w*^*1118*^), *l(3)mbt*^*ts1*^ single-mutant, and *dhd*^*KO*^*; l(3)mbt*^*ts1*^*, TrxT*^*KO*^*; l(3)mbt*^*ts1*^, *Df(1)J5; l(3)mbt*^*ts1*^ double-mutant female larvae. Kruskal–Wallis test, ns *P* > 0.05. (**B**) Larval brain lobes from control (*w*^*1118*^), *l(3)mbt*^*ts1*^ single-mutant, and *Df(1)J5; l(3)mbt*^*ts1*^ double-mutant female larvae stained with DAPI (grey) and anti-DE-cadherin (green). Female *l(3)mbt*^*ts1*^ lobes present shortened NE but retain a relatively normal CB and compact medulla (MED). Female *Df(1)J5; l(3)mbt*^*ts1*^ lobes closely resemble wild-type brains. For each genotype, three representative different lobes are shown. Scale bar, 50 µm. (**C**) Relative size of NE as a fraction of brain lobe BL area in male and female control (*w*^*1118*^), *l(3)mbt*^*ts1*^ single-mutant, and *Df(1)J5; l(3)mbt*^*ts1*^ double-mutant larvae. Student’s *t* test, ****P < 0.0001; **P < 0.01; ns *P* > 0.05. Data Information: (**A**, **C**) The vertical line within each box represents the median, and the box boundaries are defined by the 25th and 75th percentiles. The whiskers extend to the minimum and maximum values. Each blue dot represents a NE/BL ratio value (area in pixels) for a single brain lobe, with sample sizes indicated (**A**: *n* = 6, 16, 17, 14, 13; **C**: *n* = 6, 6, 14, 16, 12, 13). (**A**) Statistical analysis was performed using Kruskal–Wallis test, or (**C**) Student’s *t* test. (**B**) Scale bar, 50 µm.

To investigate the effect of *TrxT* and *dhd* in mbt tumour development, we analysed larval brains from *w*^*1118*^*, l(3)mbt*^*ts1*^*, TrxT*^*KO*^*; l(3)mbt*^*ts1*^*, dhd*^*KO*^*; l(3)mbt*^*ts1*^, and *Df(1)J5; l(3)mbt*^*ts1*^ larvae. We found that loss of either *TrxT*, or *dhd* results in a partial recovery of wild-type traits and that this recovery is notably enhanced by the combined loss of both thioredoxins. The effect is much more clear in males where differences between wild-type and *l(3)mbt*^*ts1*^ brains are prominent. Thus, for instance, in males, the size of the NE relative to the entire brain lobe (NE/BL) is highly significantly (*P* = 2.5 × 10^−12^) larger in *l(3)mbt*^*ts1*^ larval brains (NE/BL = 0.31±0.04) than in wild-type brains (NE/BL = 0.12±0.01) (Fig. 2A). The NE/BL ratio is significantly reduced -hence closer to wild-type levels-, in *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ and *dhd*^*KO*^*; l(3)mbt*^*ts1*^ double mutants (NE/BL = 0.17±0.06 and NE/BL = 0.17±0.05, respectively), but it is even more reduced in *Df(1)J5; l(3)mbt*^*ts1*^ larvae (NE/BL = 0.13±0.03) to the extent of becoming indistinguishable from wild-type values (*P* = 0.355; Fig. 2A,B). The same applies to the medulla/BL and CB/BL ratios (*P* = 0.8916 and *P* = 0.6165, respectively). These effects make *Df(1)J5; l(3)mbt*^*ts1*^ anatomy reminiscent of that of wild-type brains (Fig. 2B). The same can be said for *Df(1)J5; l(3)mbt*^*ts1*^ female larvae, although given the much less severe phenotype of female mbt tumours, the effect caused by *Df(1)J5* is quantitatively minor (Figs. EV1 and EV2). Consequently, mbt tumour sex dimorphism is strongly reduced in *Df(1)J5; l(3)mbt*^*ts1*^ compared to *l(3)mbt*^*ts1*^. From these results we conclude that the head-to-head pair *TrxT* / *dhd* contribute in a cooperative fashion to the development of brain tumours caused by the loss of the *l(3)mbt* tumour suppressor.

**Figure EV2:**
*TrxT* and *dhd* depletion in wild-type and mbt tumour brains. (**A**) Relative size of the NE as a fraction of BL area in male control (*w*^*1118*^), *dhd*^*KO*^*, TrxT*^*KO*^, and *Df(1)J5* male larvae. Kruskal–Wallis test, ns *P* > 0.05. (**B**) Larval brain lobes from *dhd*^*KO*^*; l(3)mbt*^*ts1*^*and TrxT*^*KO*^*; l(3)mbt*^*ts*^ male and female larvae stained with DAPI (grey) and anti-DE-cadherin (green). Lobes corresponding to the three best mbt-suppressed phenotype are shown for each genotype. Scale bar, 50 µm. Data Information: (**A**) The vertical line within each box represents the median, and the box boundaries are defined by the 25th and 75th percentiles. The whiskers extend to the minimum and maximum values. Each blue dot represents a NE/BL ratio value (area in pixels) for a single brain lobe, with sample sizes indicated (*n* = 6 in all samples). (**A**) Statistical analysis was performed using Kruskal–Wallis test. (**B**) Scale bar, 50 µm.

To further investigate the effect of loss-of-function conditions for *TrxT* and *dhd* in the tumourigenic potential of mbt tumours we performed allograft tests. As published (Molnar et al, 2019), we confirmed that lethality is very significantly higher in hosts implanted with *l(3)mbt*^*ts1*^ tissue from male larvae (76%, *n* = 46) than in hosts implanted with *l(3)mbt*^*ts1*^ tissue from female larvae (14%, *n* = 50) (Fig. 2C). For allografts derived from female larvae, we found that differences in lethality rate caused by *TrxT*^*KO*^*; l(3)mbt*^*ts1*^*, dhd*^*KO*^*; l(3)mbt*^*ts1*^, *Df(1)J5; l(3)mbt*^*ts1*^, and *l(3)mbt*^*ts1*^ tissues (7–23%) were not significant (Fig. 2C). However, for allografts derived from male larvae, the effect of *TrxT*^*KO*^ and *Df(1)J5* was remarkable, with lethality rates dropping from 76% to 24% (*P* = 9.5 × 10^−7^, *n* = 45) and 21% (*P* = 3.6 × 10^−8^, *n* = 56), respectively. Male *dhd*^*KO*^*; l(3)mbt*^*ts1*^ allografts remain nearly as lethal as *l(3)mbt*^*ts1*^ allografts (Fig. 2C).

As far as *Df(1)J5* is concerned, these results are consistent with its strong suppression effect on mbt larval brain tumour growth. However, while the combined loss of *TrxT* and *dhd* may account for the effect on *Df(1)J5* on mbt larval brain tumour growth, *TrxT*, and not *dhd*, seems to account for most of the reduction in host lethality rate brought about by *Df(1)J5*. These results show that unlike for in situ development of tumour traits, *TrxT* and *dhd* do not synergistically contribute to long-term tumour growth potential, hence suggesting that the initial stages of tumour development and long-term tumour growth are distinct from each other and may depend upon different molecular pathways.

### *TrxT* and *dhd* play a major synergistic contribution to the emergence of MBTS and SDS mbt tumour signatures

The remarkable recovery of wild-type larval traits brought about by the combined loss of *TrxT* and *dhd* in *l(3)mbt*^*ts1*^ mutant larvae opens the question of the status of expression of the genes that are dysregulated in mbt tumours. To this end, we carried out RNA-seq to identify the transcriptomes of *Df(1)J5; l(3)mbt*^*ts1*^, *dhd*^*KO*^*; l(3)mbt*^*ts1*^, *TrxT*^*KO*^*; l(3)mbt*^*ts1*^, *l(3)mbt*^*ts1*^ and *w*^*1118*^.

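The deposited RPKM values are the ones behind the heatmaps of Fig. 3D, since they equal that figure's source data for 499 of its 500 genes. The bar chart of Fig. 3E has other RPKM values for the same genes and libraries, and the paper's text does not describe the step between the 2 sets. Compared with *l(3)mbt* ts1, *Df(1)J5; l(3)mbt* ts1 had 310 genes called higher and 246 called lower among 9400 tested. *dhd* KO*; l(3)mbt* ts1 had 121 higher and 212 lower among 9372, and *TrxT* KO*; l(3)mbt* ts1 had 82 higher and 76 lower among 9369. The *l(3)mbt* transcript itself differed little from *l(3)mbt* ts1, with log2 fold changes of -0.07 in *dhd* KO*; l(3)mbt* ts1 (adjusted p = 0.287), -0.14 in *TrxT* KO*; l(3)mbt* ts1 (adjusted p = 0.236) and -0.29 in *Df(1)J5; l(3)mbt* ts1 (adjusted p = 0.0131). Many of the largest changes involve a genotype whose 3 libraries share one low value. *CG12929* stood in *Df(1)J5; l(3)mbt* ts1 at 0.027 RPKM and *ste14* at 0.0234 RPKM, against 12.2 ± 0.802 and 6.7 ± 0.269 RPKM in *l(3)mbt* ts1. *cold* stood in *dhd* KO*; l(3)mbt* ts1 at 0.0207 RPKM and *VhaM9.7-c*, which overlaps *Teh2* on the same strand, at 0.0237 RPKM, against 8.05 ± 0.311 and 6.99 ± 0.322 RPKM in *l(3)mbt* ts1. For these 4 genes *w1118* and *l(3)mbt* ts1 were also below the other 2 double mutants, *cold* for example having 27.7 ± 3.25 RPKM in *TrxT* KO*; l(3)mbt* ts1. *CG17111* stood in *TrxT* KO*; l(3)mbt* ts1 at 0.0145 RPKM and *Ntf-2r*, a gene with a close paralog (*Ntf-2*) that makes its value uncertain, at 0.0077 RPKM, against 1.35 ± 0.107 and 1.79 ± 0.536 RPKM in *l(3)mbt* ts1. Among rising genes, *CG32581* had 151 ± 4.19 RPKM in *Df(1)J5; l(3)mbt* ts1 and 0.735 ± 0.0347 RPKM in *l(3)mbt* ts1, a log2 fold change of 7.50 (standard error 0.0684, adjusted p = 2.26e-10), while the *w1118* libraries ranged from 0.0561 to 28.3 RPKM. *CG15919* stood at 0.0572 RPKM in *l(3)mbt* ts1, 40.6 ± 23.6 RPKM in *Df(1)J5; l(3)mbt* ts1 and 17.2 ± 10 RPKM in *dhd* KO*; l(3)mbt* ts1. *CR44897* and *Vps16B*, at 0.0176 and 0.0307 RPKM in *l(3)mbt* ts1, reached 5.95 ± 0.286 and 5.03 ± 0.0409 RPKM in *TrxT* KO*; l(3)mbt* ts1. *cold*, *CG12929*, *CG17111*, *CR44897* and *Vps16B* overlap genes on the other strand.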

We first focused on transcripts that are upregulated in male mbt tumour samples compared to male wild-type larval brains (mMBTS). We identified 836 mMBTS genes (Dataset EV1). 

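In the deposited RPKM table, 546 genes were called higher and 409 lower in male *l(3)mbt* ts1 than in male *w1118*, among 9375 genes tested. Of the 836 genes of Dataset EV1, 809 passed the expression filter and 327 were called higher. With the p-values adjusted over the list alone the number was 336, which is not independent evidence, since the list was chosen on these libraries. Without the fold limit, 514 of the 809 genes were higher at an adjusted p-value under 0.05. The 3 *w1118* libraries held one identical value for 195 of the 836 genes and for 159 of the 327 called, so no fold change can be given for those. The count of 546 moved most with a pseudocount of 1 in place of 0.1, which left 251 genes. *cona* and *Pxt* showed the largest rises, from 0.235 and 0.19 RPKM in each *w1118* library to 29.9 ± 1.55 and 21.2 ± 2.29 RPKM (SD, n = 3) in *l(3)mbt* ts1. *ssp7* and *ImpE2* showed the largest falls. *ssp7* was at 8.03 to 35.7 RPKM in the *w1118* libraries and 0.134 ± 0.0869 RPKM in *l(3)mbt* ts1, a log2 fold change of -6.05 (standard error 0.587, adjusted p = 0.000781, limma), and overlaps *CR44054* on the other strand. *ImpE2* was at 2.68 to 16.8 RPKM in *w1118* and at 0.0569 RPKM in all *l(3)mbt* ts1 libraries. *TrxT* rose by a log2 fold change of 2.71 (standard error 0.579, adjusted p = 0.0149) over *w1118* libraries that ranged from 0.223 to 1.60 RPKM, and its adjusted p-value was 0.0521 to 0.0668 when any 1 of the 3 *l(3)mbt* ts1 libraries was left out.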

Included in this list are the majority of the genes that were originally identified as MBTS genes using Affymetrix microarrays in non-sexed samples (Janic et al, 2010) (Dataset EV1). We then investigate the effect of loss of *TrxT*, *dhd*, or both on the mMBTS. We found that compared to male *l(3)mbt*^*ts1*^, only 10.8% (*n* = 91) and the 8.7% (*n* = 73) of the mMBTS genes are downregulated in the double mutants *dhd*^*KO*^*; l(3)mbt*^*ts1*^, and *TrxT*^*KO*^*; l(3)mbt*^*ts1*^, respectively. 

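Compared with male *l(3)mbt* ts1, 44 of the 836 mMBTS genes (5.26%) were called lower in *dhd* KO*; l(3)mbt* ts1 and 32 (3.83%) in *TrxT* KO*; l(3)mbt* ts1. Called higher were 9 and 4 of them, respectively. Adjusted over the list alone, on which these *l(3)mbt* ts1 libraries had been used, 44 and 38 were lower. The median log2 fold change over the mMBTS genes tested was -0.20 in *dhd* KO*; l(3)mbt* ts1, with 68.8% of 816 genes below 0, and -0.17 in *TrxT* KO*; l(3)mbt* ts1, with 76% of 815 genes below 0. At an adjusted p-value under 0.05 and any fold change, 235 mMBTS genes were lower and 53 higher in *dhd* KO*; l(3)mbt* ts1, against 75 lower and 11 higher in *TrxT* KO*; l(3)mbt* ts1. Of the genes called lower, 34 in *dhd* KO*; l(3)mbt* ts1 and 23 in *TrxT* KO*; l(3)mbt* ts1 are among the ones the paper lists as downregulated. Unchanged groups, drawn around the *l(3)mbt* ts1 means, were simulated against the same 3 libraries in 100 draws. A simulated group had 0 mMBTS genes called lower, and a median of 10 lower at an unadjusted p-value under 0.05. The list was selected for high values in the *l(3)mbt* ts1 libraries. The draws centre on those values, so they cannot show a fall caused by that selection. With a pseudocount of 1 the counts were 18 genes in *dhd* KO*; l(3)mbt* ts1 and 13 in *TrxT* KO*; l(3)mbt* ts1. With array quality weights 50 mMBTS genes were lower in *TrxT* KO*; l(3)mbt* ts1, and 50 were lower there among the 546 genes called higher in *l(3)mbt* ts1 from the deposited table. The count in *TrxT* KO*; l(3)mbt* ts1 was 20 without *l(3)mbt* ts1 replicate A, and also 20 without *l(3)mbt* ts1 replicate C.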

(Figs. 3A,B and  EV3). However, when mbt is suppressed by depleting both *TrxT* and *dhd* simultaneously in male *Df(1)J5; l(3)mbt*^*ts1*^ individuals, the percentage of mMBTS downregulated genes increases to 21.7% (*n* = 182) (Fig. 3C). This effect is much more conspicuous when analysed by hierarchical clustering that shows male *Df(1)J5; l(3)mbt*^*ts1*^ condition to be closer to wild-type brains while *dhd*^*KO*^*; l(3)mbt*^*ts1*^, or *TrxT*^*KO*^*; l(3)mbt*^*ts1*^, remain closer to *l(3)mbt*^*ts1*^ (Fig. 3D). These results strongly suggest that *TrxT* and *dhd* cooperate in controlling gene expression differences between tumour and wild-type samples.

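Compared with male *l(3)mbt* ts1, 121 of the 836 mMBTS genes (14.5%) were called lower in *Df(1)J5; l(3)mbt* ts1 and 20 were called higher. Of those 121, 111 are among the genes the paper lists as downregulated. The median log2 fold change over 817 mMBTS genes was -0.35, with 74.4% of them below 0. With no fold limit, 373 mMBTS genes were lower and 78 higher at an adjusted p-value under 0.05. Across the 6 fits that each left out one library, between 108 and 144 mMBTS genes were lower, and with a pseudocount of 1 the count fell to 45. A gene past the limits in *Df(1)J5; l(3)mbt* ts1 and not in a single knock-out need not differ between them, so *Df(1)J5; l(3)mbt* ts1 was also set directly against each, a comparison chosen after the results were seen. Called lower in *Df(1)J5; l(3)mbt* ts1 than in *dhd* KO*; l(3)mbt* ts1 were 56 mMBTS genes, and than in *TrxT* KO*; l(3)mbt* ts1 49. Called higher were 20 and 22, respectively. With a pseudocount of 1, the mMBTS genes called lower in *Df(1)J5; l(3)mbt* ts1 fell to 22 against *dhd* KO*; l(3)mbt* ts1 and 19 against *TrxT* KO*; l(3)mbt* ts1.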

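The 500 genes of Fig. 3D were clustered again with Euclidean distances and complete linkage, for the 9 libraries of *w1118*, *l(3)mbt* ts1 and one double mutant at a time. The paper's methods name heatmap.2 with rows scaled, and do not say whether distances were taken before or after scaling. Run with rows scaled, heatmap.2 (gplots 3.2.0) built its tree from the unscaled RPKM and joined *Df(1)J5; l(3)mbt* ts1 with *w1118*, and *dhd* KO*; l(3)mbt* ts1 and *TrxT* KO*; l(3)mbt* ts1 with *l(3)mbt* ts1, a check added after the results were seen. On unscaled RPKM, the mean distance of the *Df(1)J5; l(3)mbt* ts1 libraries to *w1118* divided by their mean distance to *l(3)mbt* ts1 was 0.694 ± 0.026 (SD over the 3 *Df(1)J5; l(3)mbt* ts1 libraries), against 1.32 for *dhd* KO*; l(3)mbt* ts1 and 1.37 for *TrxT* KO*; l(3)mbt* ts1. 5 genes made up 52.5% of the squared distance between the *Df(1)J5; l(3)mbt* ts1 and *l(3)mbt* ts1 means on that scale. *CG7194* accounted for 17.8% of it, falling from 75.2 RPKM in *l(3)mbt* ts1 to 7.16 in *Df(1)J5; l(3)mbt* ts1, near the 2.43 RPKM of *w1118*. *BthD* accounted for 17.7%, with 108 RPKM in *l(3)mbt* ts1, 40.3 in *Df(1)J5; l(3)mbt* ts1 and 46.4 in *w1118*. *CR44383* accounted for 7.25%, with 43.6 RPKM in *Df(1)J5; l(3)mbt* ts1, 0.224 in *l(3)mbt* ts1 and 0.148 in *w1118*. Without the 10 genes of highest RPKM the unscaled ratio was 0.751 and without the 50 highest 1.11, subsets chosen after the results were seen. With distances over row Z-scores, which give each gene the same weight, *dhd* KO*; l(3)mbt* ts1, *TrxT* KO*; l(3)mbt* ts1 and *Df(1)J5; l(3)mbt* ts1 each joined *l(3)mbt* ts1. The ratio for *Df(1)J5; l(3)mbt* ts1 was then 1.04 ± 0.166, so its 2 distances did not differ by more than the spread. Replicate B lay nearer *l(3)mbt* ts1, with a ratio of 1.24, while replicates A and C had ratios of 0.971 and 0.930. The ratio was 1.54 ± 0.115 for *dhd* KO*; l(3)mbt* ts1 and 1.44 ± 0.385 for *TrxT* KO*; l(3)mbt* ts1, whose replicate A stood at 1.92. On this scale *Df(1)J5; l(3)mbt* ts1 joined *w1118* when *l(3)mbt* ts1 replicate B, *l(3)mbt* ts1 replicate C or *Df(1)J5; l(3)mbt* ts1 replicate B was left out, with ratios of 0.957, 0.993 and 0.971.

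**Figure D1:**
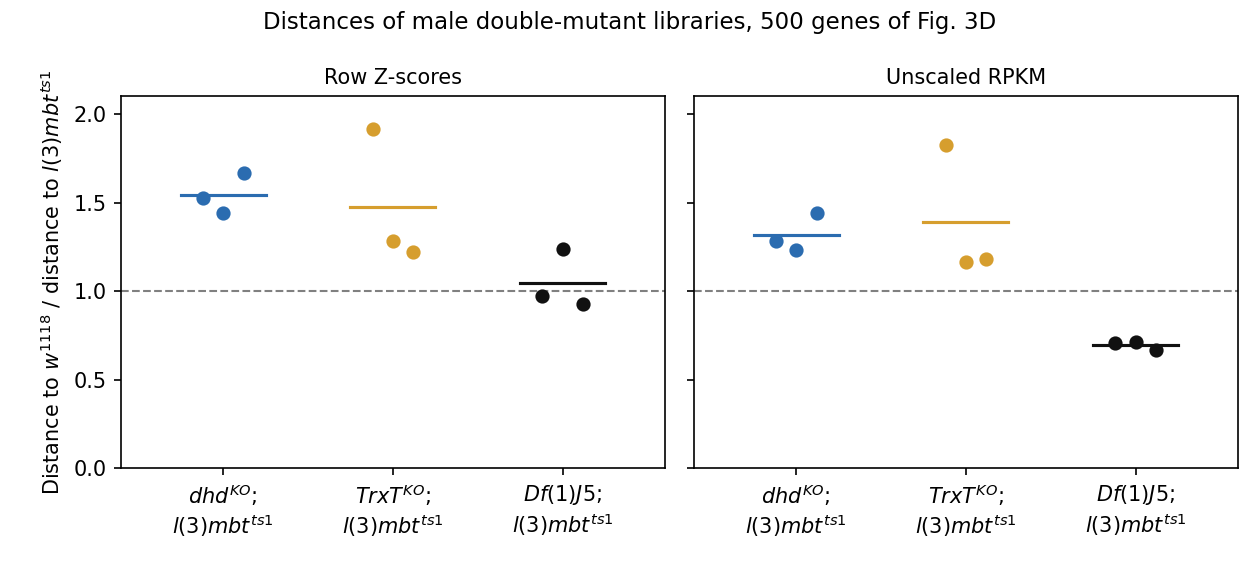
Ratio of the mean Euclidean distance to the 3 male *w1118* libraries to that to the 3 male *l(3)mbt* ts1 libraries, over the 500 genes of Fig. 3D, for each double-mutant library (points) and their mean (bars), from row Z-scores (left) and unscaled RPKM (right). The dashed line at 1 marks equal distances. The *Df(1)J5; l(3)mbt* ts1 libraries lie on both sides of it with row Z-scores and between 0.665 and 0.713 without scaling.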

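Whether both losses together change a gene by more than the sum of the single losses was tested on the log2 scale, as the contrast *Df(1)J5; l(3)mbt* ts1 minus *dhd* KO*; l(3)mbt* ts1 minus *TrxT* KO*; l(3)mbt* ts1 plus *l(3)mbt* ts1 over 12 libraries. A negative value means that the combined loss lowers a gene by more than the 2 single losses added up. Over 824 mMBTS genes the median of this contrast was 0.03, with quartiles of -0.25 and 0.33. Taking 1 library per genotype, the 81 possible choices gave medians with an SD of 0.12, and 37 of them lay below 0. The median lies within that spread. It is the spread with 1 library per genotype and not the error of a median over 3, so it gives no test against 0. At an adjusted p-value under 0.05 (limma), 42 mMBTS genes lay below additivity and 66 above it. Among all 9511 genes tested, 219 lay below and 365 above, with a median of 0.04. The number of mMBTS genes departing from additivity rose from 108 to 198 with array quality weights and fell to 67 without *Df(1)J5; l(3)mbt* ts1 replicate A. From the larger share of downregulated mMBTS genes in *Df(1)J5; l(3)mbt* ts1 and from its place in the clustering, the paper proposes that *TrxT* and *dhd* cooperate in the expression differences between tumour and wild-type brains.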

**Figure 3:**
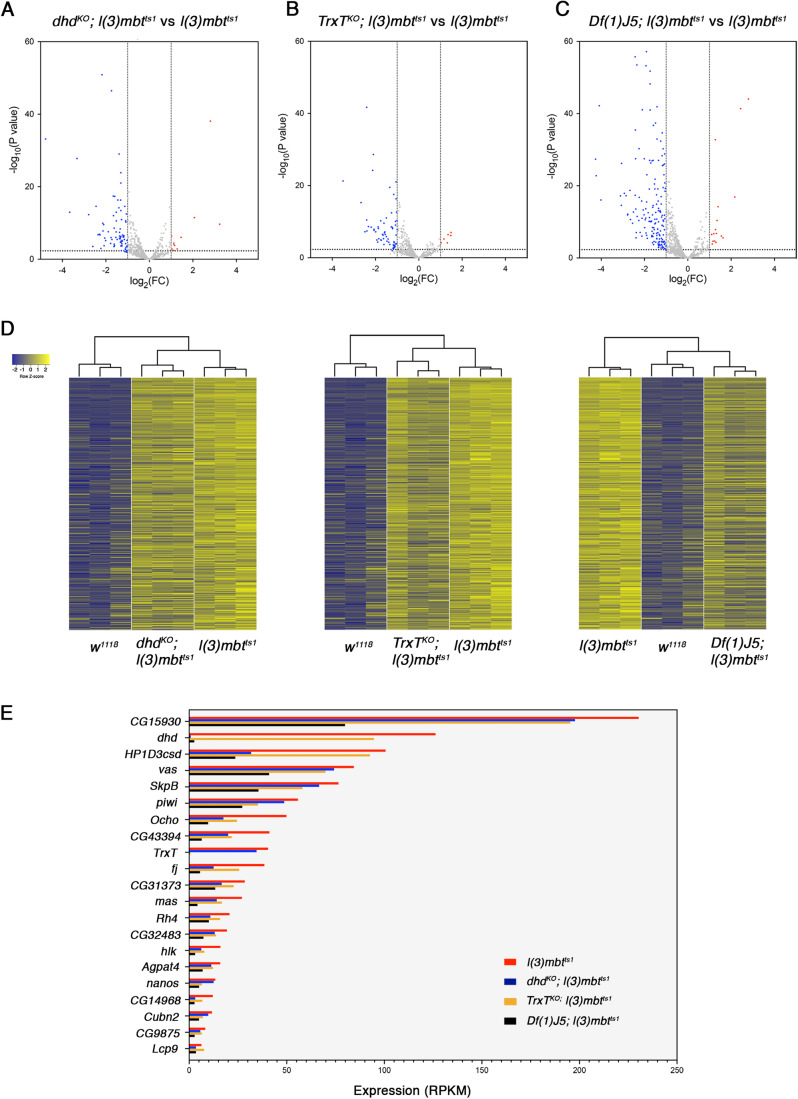
*TrxT* and *dhd* depletion reduces gene expression differences between tumour and wild-type tissues. (**A**–**C**) Volcano plots showing the effect of loss of *dhd* (**A**), *TrxT* (**B**), or both *TrxT* and *dhd* simultaneously (**C**) on the expression levels of mMBTS genes in *l(3)mbt*^*ts1*^ mutant male brains. Red and blue dots represent genes that are significantly (FDR = 0.05) up (FC > 2) or downregulated (FC < -2), respectively. (**D**) Heatmaps of gene expression profiles of wild-type (*w*^*1118*^), mbt (*l(3)mbt*^*ts1*^), *dhd*^*KO*^*; l(3)mbt*^*ts1*^, *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ and *Df(1)J5; l(3)mbt*^*ts1*^ male samples. Each row corresponds to one of the five hundred most significantly upregulated genes in mbt tumours compared to wild-type male samples. Expression levels are reported as Row Z-score; blue and yellow indicate low and high expression, respectively. Dendrograms on the top of the heatmaps show hierarchical clustering between samples. (**E**) Bar char with the set of the original MBTS genes (Janic et al, 2010) that are downregulated in *Df(1)J5; l(3)mbt*^*ts1*^ male samples, showing their expression levels in *l(3)mbt*^*ts1*^ (red), *dhd*^*KO*^*; l(3)mbt*^*ts1*^ (blue), *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ (yellow), and *Df(1)J5; l(3)mbt*^*ts1*^ (black) male samples. The genes *nanos* and *Ocho* are also significantly downregulated in *TrxT*^*KO*^*; l(3)mbt*^*ts1*^, and *Ocho, HP1D3csd, hlk, fj, Lcp9, CG43394*, and *CG14968* are significantly downregulated in *dhd*^*KO*^*; l(3)mbt*^*ts1*^. Data Information: (**A**–**C**) Differential expression analysis was performed using *edgeR*, which applies the generalised linear model (GLM) likelihood ratio statistical test. Genes with absolute FC > 2 and FDR < 0.05 were considered differentially expressed. (**D**) Heatmaps were performed using the function *heatmap.2* in R. (**E**) Expression levels of transcripts correspond to RPKM values. Source data are available online for this figure.

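Of these genes, *nanos* (listed as *nos*) had a log2 fold change of -0.75 in *TrxT* KO*; l(3)mbt* ts1 (standard error 0.218, adjusted p = 0.114, limma) and *Ocho* one of -0.41 (standard error 0.166, adjusted p = 0.224), neither past the limits under any alternative tried. Past both limits in *dhd* KO*; l(3)mbt* ts1 were *HP1D3csd* (log2 fold change -1.43, adjusted p = 0.000145), *hlk* (FBgn0010482, -1.26, adjusted p = 0.00226) and *fj* (-1.07, adjusted p = 0.0257). *HP1D3csd* had 16.9 ± 1.78 RPKM (SD, n = 3) there and 45.7 ± 2.54 in *l(3)mbt* ts1. The fall of *fj* was uneven, with 14.2, 13.7 and 29.2 RPKM in the 3 *dhd* KO*; l(3)mbt* ts1 libraries against 37.6 ± 3.65 in *l(3)mbt* ts1, and its adjusted p-value was between 0.062 and 0.0764 in 5 of the 6 fits that left out one library. *hlk* fell by less than the fold limit with a pseudocount of 1 (-0.81). *Ocho* (-0.90, adjusted p = 0.0135) and *Lcp9* (-0.89, adjusted p = 0.0297) were lower in *dhd* KO*; l(3)mbt* ts1 by less than the fold limit. *CG14968* fell by more than the fold limit (-1.25) with an adjusted p-value of 0.0613, and *CG43394* had a log2 fold change of -0.33 (adjusted p = 0.213). *CG43394* overlaps *PAPLA1* on the other strand and *CG31606*, which has no deposited value, on the same strand. *CG14968* was past both limits without *dhd* KO*; l(3)mbt* ts1 replicate C (-1.75, adjusted p = 0.00513), with array quality weights (-1.51, adjusted p = 0.0164), with a replicate block (adjusted p = 0.0493) and in one fit of the 15 male libraries, added after the values were seen (adjusted p = 0.0343).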

**Figure EV3:**
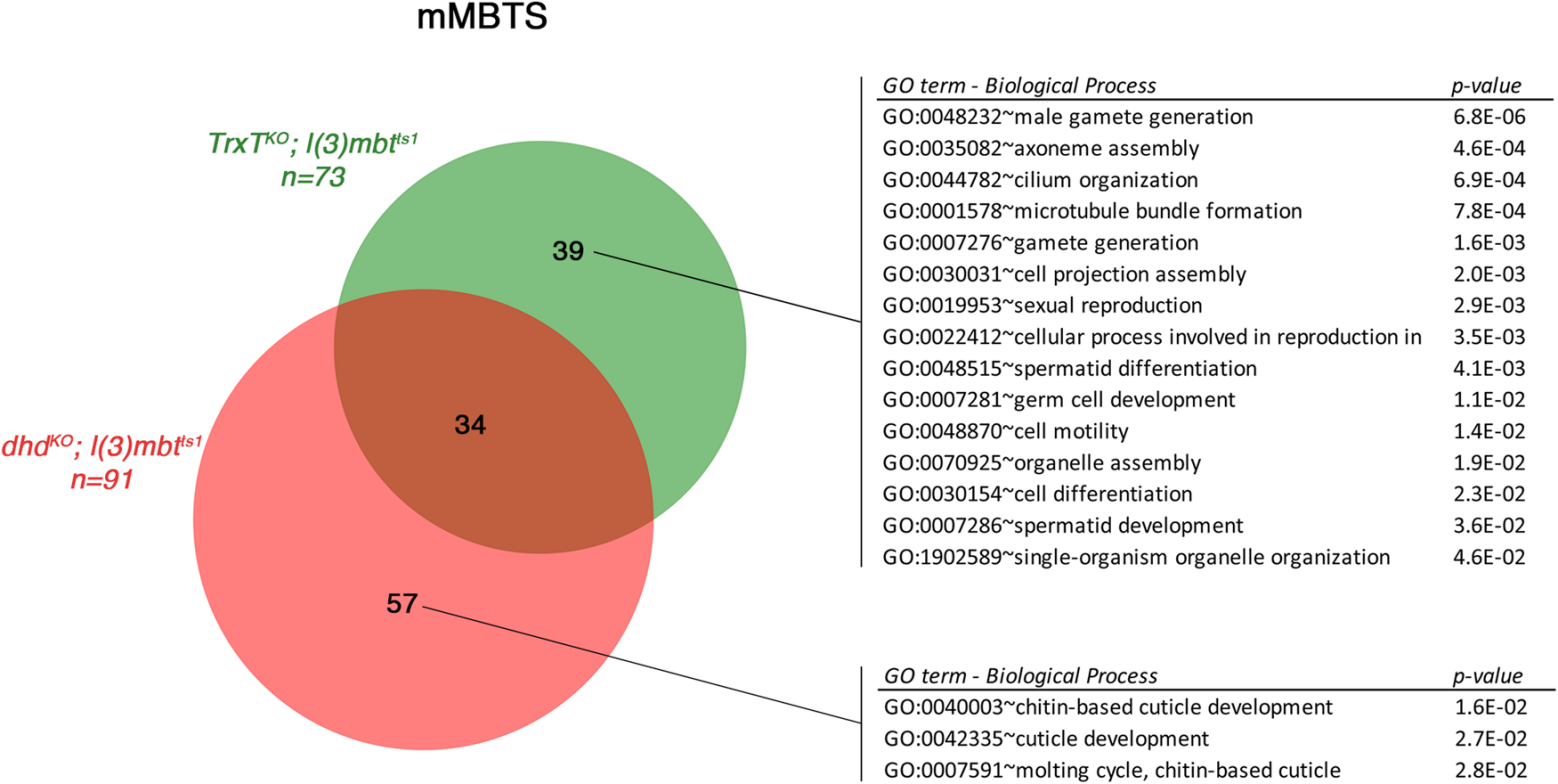
mMBTS genes affected by depletion of *TrxT* or *dhd* in mbt tumours. Venn diagram showing the number of genes of the mMBTS downregulated in males *dhd*^*KO*^*; l(3)mbt*^*ts1*^ (red) and *TrxT*^*KO*^*; l(3)mbt*^*ts1*^(green) compared to *l(3)mbt*^*ts1*^. Gene Ontology terms that are significantly enriched in the group of genes downregulated in *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ only, and in *dhd*^*KO*^*; l(3)mbt*^*ts1*^ only (*P* < 0.05). No significantly enriched GOs were identified in the overlapping genes. Data Information: Venn Diagram was performed using BioVenn online tool, and Gene Ontology terms were analysed using DAVID 2021 online tool. Statistical analysis performed by DAVID was Fisher’s Exact test.

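Among the mMBTS genes called lower from the deposited values, 12 were lower in both *dhd* KO*; l(3)mbt* ts1 and *TrxT* KO*; l(3)mbt* ts1, 32 in *dhd* KO*; l(3)mbt* ts1 but not *TrxT* KO*; l(3)mbt* ts1, and 20 in *TrxT* KO*; l(3)mbt* ts1 but not *dhd* KO*; l(3)mbt* ts1. Of these, 31 of the 44 genes lower in *dhd* KO*; l(3)mbt* ts1 (70.5%) and 22 of the 32 lower in *TrxT* KO*; l(3)mbt* ts1 (68.8%) were lower in *Df(1)J5; l(3)mbt* ts1 as well, among them all 12 shared genes. A further 80 mMBTS genes were called lower in *Df(1)J5; l(3)mbt* ts1 alone. Both double mutants are compared with the same 3 *l(3)mbt* ts1 libraries, which by itself makes their changes resemble each other. In 100 simulated pairs of unchanged groups, Pearson's r across mMBTS genes between the 2 sets of log2 fold changes had a median of 0.507, and the observed r was 0.325. Changes specific to 1 genotype lower r, so the smaller observed value cannot show that the 2 genotypes share no effect. Those simulated pairs shared 0 genes called lower and a median of 1 lower at an unadjusted p-value under 0.05. With a pseudocount of 1 the overlap was 6 genes.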

The effect of suppressors of mbt tumour larval brain phenotype on the expression of the MBTS has previously been reported for *Nipped-A*, *Translationally Controlled Tumour Protein* (*Tctp*), *meiotic W68* (*mei-W68)*, and *PHD finger protein 7* (*Phf7)* (Molnar et al, 2019; Rossi et al, 2017). Rather counterintuitively, phenotypically wild-type like *Nipped-A*^*RNAi*^*; l(3)mbt*^*RNAi*^, *Tctp*^*RNAi*^*; l(3)mbt*^*RNAi*^, *mei-W68*^*1*^*; l(3)mbt*^*ts1*^, and *Phf7*^*∆N2*^; *l(3)mbt*^*ts1*^ double-mutant larval brains still expressed most of the MBTS to the extent that hierarchical clustering showed these four conditions to be closer to *mbt* tumours than to wild-type brains (Molnar et al, 2019; Rossi et al, 2017). Here, we have found that the same goes for *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ and *dhd*^*KO*^*; l(3)mbt*^*ts1*^. In contrast, concomitant removal of *TrxT* and *dhd* modifies the MBTS enough to render the transcription levels of MBTS genes in *Df(1)J5; l(3)mbt*^*ts1*^ individuals closer to those of wild-type brains.

Downregulated mMBTS genes in *Df(1)J5; l(3)mbt*^*ts1*^ versus *l(3)mbt*^*ts1*^ include a quarter (21 out of 86) of the original MBTS genes (Janic et al, 2010) (Fig. 3E). 

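All 21 genes of Fig. 3E were tested, *TrxT* and *dhd* among them. Lower in *Df(1)J5; l(3)mbt* ts1 than in male *l(3)mbt* ts1 were 21 of 21 at an adjusted p-value under 0.05 (limma), and 15 of them were past the fold limit as well. Their log2 fold changes ran from -4.13 to -0.71 with a median of -1.20. Short of the fold limit were *CG31373* (-0.87), *piwi* (-0.87), *Lcp9* (-0.83), *vas* (-0.81), *SkpB* (-0.79) and *Rh4* (-0.71), of which *piwi*, *vas*, *SkpB* and *Rh4* overlap other genes of the table on the other strand. Apart from *TrxT*, the strongest falls were those of *hlk* (-2.12, standard error 0.177, adjusted p = 0.000151), *fj* (-2.08, standard error 0.086, adjusted p = 2.62e-06) and *mas* (-2.02, standard error 0.118, adjusted p = 2.35e-05). *dhd* KO*; l(3)mbt* ts1 had 18 of the 21 genes lower, 12 at an adjusted p-value under 0.05 and 4 past the fold limit, with a median of -0.55. *TrxT* KO*; l(3)mbt* ts1 had 16 lower, 3 at an adjusted p-value under 0.05 and 1 past the fold limit, with a median of -0.17. That 1 gene is *TrxT* itself, and *dhd* is 1 of the 4 in *dhd* KO*; l(3)mbt* ts1. Both are among the 15 in *Df(1)J5; l(3)mbt* ts1. Adjusted over the list alone, 15, 5 and 1 were past both limits in *Df(1)J5; l(3)mbt* ts1, *dhd* KO*; l(3)mbt* ts1 and *TrxT* KO*; l(3)mbt* ts1, which is not independent evidence, since the genes were selected on these libraries. *CG4753* (*Agpat4*), at -1.00 in *Df(1)J5; l(3)mbt* ts1, was short of the fold limit without *l(3)mbt* ts1 replicate A (-0.94) and without *Df(1)J5; l(3)mbt* ts1 replicate C (-0.90). Leaving out *l(3)mbt* ts1 replicate B, or *TrxT* KO*; l(3)mbt* ts1 replicate A, added *hlk* to the genes past both limits in *TrxT* KO*; l(3)mbt* ts1 (2 genes).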

Notably, four of these (*nanos*, *vas*, *piwi* and *CG15930*) are germline genes that have been shown to be required for mbt tumour growth (Janic et al, 2010; Rossi et al, 2017). 

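*nanos* (*nos*, FBgn0002962) had 3.31, 2.42 and 3.43 RPKM in the 3 male *l(3)mbt* ts1 libraries. The *TrxT* KO*; l(3)mbt* ts1 libraries had 2.41, 1.48 and 1.5 RPKM, each at or below the lowest *l(3)mbt* ts1 library. The *Df(1)J5; l(3)mbt* ts1 libraries had 1.32, 1.93 and 1.05 RPKM, a log2 fold change of -1.07 (standard error 0.225, adjusted p = 0.00679, limma). That fall dropped below the fold limit with a pseudocount of 1 (-0.74), without *l(3)mbt* ts1 replicate C (-0.98) and without *Df(1)J5; l(3)mbt* ts1 replicate C (-0.88). The *dhd* KO*; l(3)mbt* ts1 libraries had 3.58, 3.84 and 2.8 RPKM, 2 of them above the highest *l(3)mbt* ts1 library and not distinguishable from *l(3)mbt* ts1 (log2 fold change 0.16, standard error 0.171, adjusted p = 0.517). All 3 *w1118* libraries held 0.0924 RPKM. *nos* overlaps *CG11779* and *Nsun5* on the other strand, and the paper's text does not say whether its counting used strand. From the lower expression of *nanos* upon loss of *TrxT* but not of *dhd*, and from the growth of the allografts of the same genotypes, the paper proposes that upregulation of *nanos* could matter for sustained tumour growth.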

Expression of *nanos* is also significantly downregulated upon *TrxT* loss, but remains unaffected by loss of *dhd*, hence suggesting that *nanos* upregulation could be critical for sustained mbt tumour growth upon allograft which is notably reduced in *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ and *Df(1)J5; l(3)mbt*^*ts1*^, but unaffected in *dhd*^*KO*^*; l(3)mbt*^*ts1*^ tissue. The *vas*, *piwi* and *CG15930* transcripts are not significantly downregulated following either *TrxT* or *dhd* depletion alone.

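*vas* had 6.47 ± 0.128 RPKM (SD, n = 3) in male *l(3)mbt* ts1, 6.42 ± 0.353 in *dhd* KO*; l(3)mbt* ts1, 6.10 ± 0.854 in *TrxT* KO*; l(3)mbt* ts1 and 3.66 ± 0.238 in *Df(1)J5; l(3)mbt* ts1. The annotation holds *vas* under another identifier than the table, and there it overlaps *vig* on the other strand and *solo*, which is not in the table, on the same strand. Its log2 fold change was -0.01 in *dhd* KO*; l(3)mbt* ts1 (adjusted p = 0.896, limma), -0.09 in *TrxT* KO*; l(3)mbt* ts1 (adjusted p = 0.651) and -0.81 in *Df(1)J5; l(3)mbt* ts1 (standard error 0.0861, adjusted p = 0.000406). *piwi*, which overlaps *SCAR* on the other strand, had 13.6 ± 0.216 RPKM in *l(3)mbt* ts1 and 7.45 ± 1.05 in *Df(1)J5; l(3)mbt* ts1. The log2 fold change of *piwi* was -0.08 in *dhd* KO*; l(3)mbt* ts1 (adjusted p = 0.377) and -0.54 in *TrxT* KO*; l(3)mbt* ts1 (adjusted p = 0.104), where the 3 libraries had 12.1, 8.20 and 8.06 RPKM. *CG15930*, which overlaps *CG4198* on the other strand, stood at 43.3 ± 1.96 RPKM in *l(3)mbt* ts1 and 20.9 ± 0.314 in *Df(1)J5; l(3)mbt* ts1, a log2 fold change of -1.05 (standard error 0.0597, adjusted p = 1.98e-05). Its levels in *dhd* KO*; l(3)mbt* ts1 and *TrxT* KO*; l(3)mbt* ts1 were 49.7 ± 7.01 and 49.8 ± 6.8 RPKM, not distinguishable from *l(3)mbt* ts1 (log2 fold change 0.19 in both, adjusted p = 0.172 and 0.293).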

We next focused on transcriptomic differences between male and female mbt tumours. As previously described (Molnar et al, 2019), plotting the expression levels of mbt tumour transcripts in male and female samples reveals two distinct clouds corresponding to the genes that are upregulated in male versus female and vice versa (Fig. 4A). We refer to these as the male and female transcriptome SDSs (Fig. 4A; M-tSDS, brown and F-tSDS, green, respectively; and Fig. EV4). We found the M-tSDS and F-tSDS clouds remain distinct but are much closer to each other in *dhd*^*KO*^*; l(3)mbt*^*ts1*^ and *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ than in *l(3)mbt*^*ts1*^ (Fig. EV4), but become mixed and nearly fully overlapping in *Df(1)J5; l(3)mbt*^*ts1*^ where 97% of M-tSDS transcripts and 93% of F-tSDS transcripts do not show any significant differential expression between male and female samples (Fig. 4B). These results show that sex-biased transcription of the M-tSDS and F-tSDS genes is partially reduced in *l(3)mbt*^*ts1*^ brains lacking either *TrxT* or *dhd*, but it is strongly suppressed upon the lack of both. *Phf7*, the only other suppressor of mbt tumour for which sex dimorphism has been studied in detail (Molnar et al, 2019), is a strong suppressor of the larval brain phenotype but is only a partial inhibitor of the SDS (Molnar et al, 2019), much less efficient than the combined loss of both thioredoxins that essentially erases all traces of transcriptional sex dimorphism in mbt tumours.

**Figure 4:**
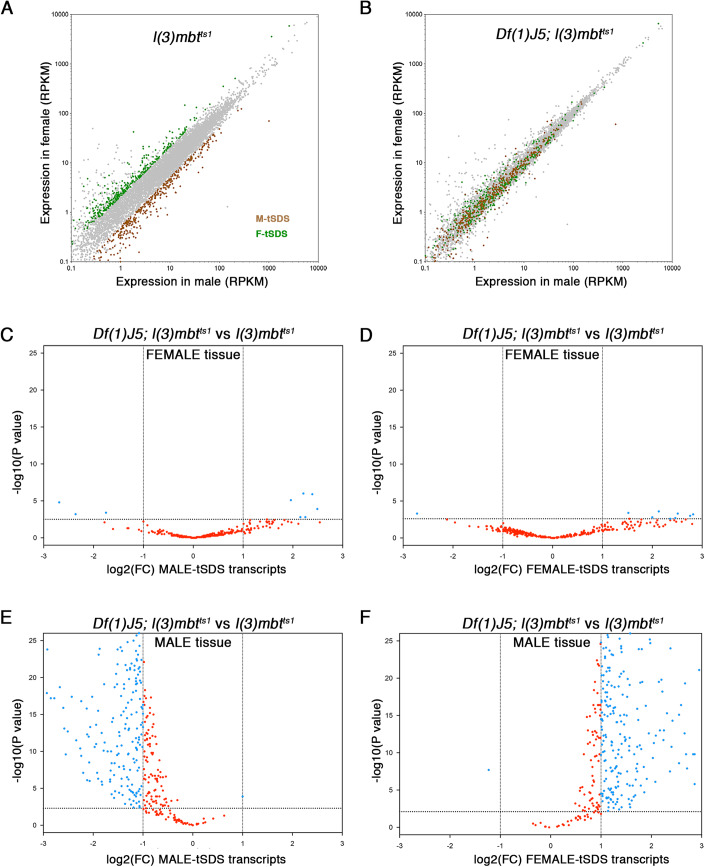
*TrxT* and *dhd* depletion completely suppress the sex-biased expression of mbt sex-linked dimorphic signatures. (**A**, **B**) Plots showing the expression level of transcripts in male (*x* axis) and female (*y* axis) samples from *l(3)mbt*^*ts1*^ (**A**) and *Df(1)J5; l(3)mbt*^*ts1*^ (**B**) larvae. Green and brown dots correspond to genes that are significantly overexpressed in male versus female (M-tSDS) and female versus male (F-tSDS) mbt tumours, respectively. Grey dots correspond to genes that are expressed at levels that are not significantly different between males and females. (**C**–**F**) Volcano plots showing the significance of the fold change in expression levels of the M-tSDS (**C**, **E**) and F-tSDS (**D**, **F**) genes between *Df(1)J5; l(3)mbt*^*ts1*^ and *l(3)mbt*^*ts1*^ in female (**C**, **D**) and male (**E**, **F**) samples. Blue dots represent genes that are significantly (FDR = 0.05) upregulated (log2(FC) > 1) or downregulated (log2(FC < -1) in *Df(1)J5; l(3)mbt*^*ts1*^ compared to *l(3)mbt*^*ts1*^. Genes whose differential expression is not significant are coloured in red. Data Information: (**A**, **B**) Expression levels of transcripts correspond to RPKM values. (**C**–**F**) Differential expression analysis was performed using *edgeR*, which applies the generalised linear model (GLM) likelihood ratio statistical test. Genes with absolute FC > 2 and FDR < 0.05 were considered differentially expressed. Source data are available online for this figure.

**Figure EV4:**
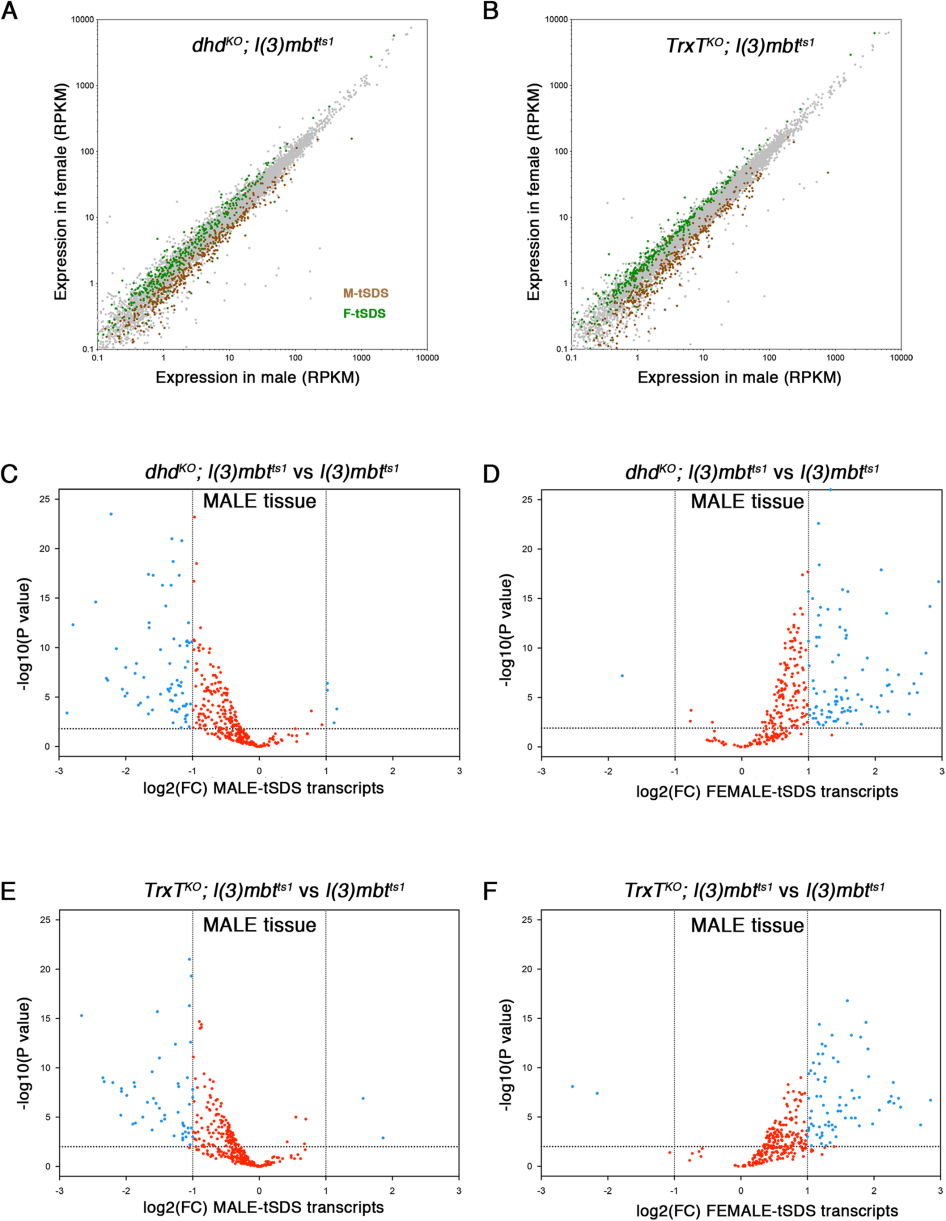
Expression of mbt SDS genes in *dhd*^*KO*^*; l(3)mbt*^*ts1*^ and *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ double-mutant larvae. (**A**, **B**) Plots showing the expression level of transcripts in male (*x* axis) and female (*y* axis) samples from *dhd*^*KO*^*; l(3)mbt*^*ts1*^ (**A**) and *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ (**B**) larvae. Green and brown dots correspond to genes that are significantly overexpressed in male versus female (M-tSDS) and female versus male (F-tSDS) mbt tumours, respectively. Grey dots correspond to genes that are expressed at levels that are not significantly different between males and females. (**C**–**F**) Volcano plots showing the significance of the fold change in expression levels of the M-tSDS (**C**, **E**) and F-tSDS (**D**, **F**) genes between *dhd*^*KO*^*; l(3)mbt*^*ts1*^ and *l(3)mbt*^*ts1*^ (**C**, **D**) and *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ and *l(3)mbt*^*ts1*^ (**E**, **F**) male samples. Blue dots represent genes that are significantly (FDR = 0.05) upregulated (log2(FC) > 1) or downregulated (log2(FC < -1). Genes whose differential expression is not significant are coloured in red. Data Information: (**A**, **B**) Expression levels of transcripts correspond to RPKM values. (**C**–**F**) Differential expression analysis was performed using *edgeR*, which applies the generalised linear model (GLM) likelihood ratio statistical test. Genes with absolute FC > 2 and FDR < 0.05 were considered differentially expressed.

To further study the effect of *TrxT* and *dhd* depletion on the SDSs, we plotted the significance of the fold change in the expression level of M-tSDS and F-tSDS genes between *Df(1)J5; l(3)mbt*^*ts1*^ and *l(3)mbt*^*ts1*^ in male and female samples. We did not find any significant differences in female tissues (Fig. 4C,D). In male samples, however, we found that as much as 60% of M-tSDS and 70% F-tSDS genes are expressed at significantly lower and higher levels, respectively in *Df(1)J5; l(3)mbt*^*ts1*^ compared to *l(3)mbt*^*ts1*^ (Fig. 4E,F). 

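Of the 368 M-tSDS genes in the source data of Fig. 4, 142 (38.6%) were called lower in male *Df(1)J5; l(3)mbt* ts1 than in male *l(3)mbt* ts1, and of the 334 F-tSDS genes 148 (44.3%) were called higher. Most of the other genes moved the same way by less than the fold limit. At an adjusted p-value under 0.05 and any fold change, 317 M-tSDS genes were lower and 2 higher, and 293 F-tSDS genes were higher. The log2 fold change was below 0 in 97.3% of the 367 M-tSDS genes tested, with a median of -0.90, and above 0 in most F-tSDS genes, with 2.11% of 331 below 0 and a median of 0.97. Adjusted over the list alone the counts were again 142 and 148, which is not independent evidence, since both lists were chosen on the *l(3)mbt* ts1 libraries. In 100 simulated draws of an unchanged group, 0 M-tSDS genes were called lower and 0 F-tSDS genes higher, with medians of 5 and 4 at an unadjusted p-value under 0.05. The draws centre on the *l(3)mbt* ts1 means, so they cannot show a change caused by choosing the lists on those libraries. The pseudocount mattered most here, and at a pseudocount of 1 the shares were 15.8% and 19.2%. The lists are the paper's own, since the female libraries that define them were not analysed here.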

The same trend is observed following depletion of either one of the two thioredoxins alone, although the percentage of affected genes is always smaller: 21% and 30% of the of M-tSDS and F-tSDS in the case of *dhd*^*KO*^*; l(3)mbt*^*ts1*^ and 15.7% and 24% of the of M-tSDS and F-tSDS in the case of *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ (Fig. EV4). 

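In male *dhd* KO*; l(3)mbt* ts1, 46 of the 368 M-tSDS genes (12.5%) were called lower than in *l(3)mbt* ts1 and 42 of the 334 F-tSDS genes (12.6%) were called higher. In male *TrxT* KO*; l(3)mbt* ts1, 31 M-tSDS genes (8.42%) were lower and 19 F-tSDS genes (5.69%) were higher. The median log2 fold change of the M-tSDS genes was -0.42 in *dhd* KO*; l(3)mbt* ts1 and -0.33 in *TrxT* KO*; l(3)mbt* ts1, and that of the F-tSDS genes 0.52 and 0.39. Single libraries moved 2 of these shares. For F-tSDS genes in *dhd* KO*; l(3)mbt* ts1 the share was 6.89% without *dhd* KO*; l(3)mbt* ts1 replicate B, 7.78% without *dhd* KO*; l(3)mbt* ts1 replicate A, 7.49% without *l(3)mbt* ts1 replicate A and 19.5% without *dhd* KO*; l(3)mbt* ts1 replicate C. For F-tSDS genes in *TrxT* KO*; l(3)mbt* ts1 it was 3.29% without *l(3)mbt* ts1 replicate A or C and 3.59% without *TrxT* KO*; l(3)mbt* ts1 replicate C. Set directly against *dhd* KO*; l(3)mbt* ts1, *Df(1)J5; l(3)mbt* ts1 had 12.2% of the M-tSDS genes lower and 9.88% of the F-tSDS genes higher, the latter share being 4.49% without *Df(1)J5; l(3)mbt* ts1 replicate A, 5.39% without *Df(1)J5; l(3)mbt* ts1 replicate C and 5.99% without *dhd* KO*; l(3)mbt* ts1 replicate C. Against *TrxT* KO*; l(3)mbt* ts1 the shares were 14.9% and 15%, and that of the M-tSDS genes was 9.78% without *TrxT* KO*; l(3)mbt* ts1 replicate A. These 2 direct comparisons were chosen after the results were seen.

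**Figure D2:**
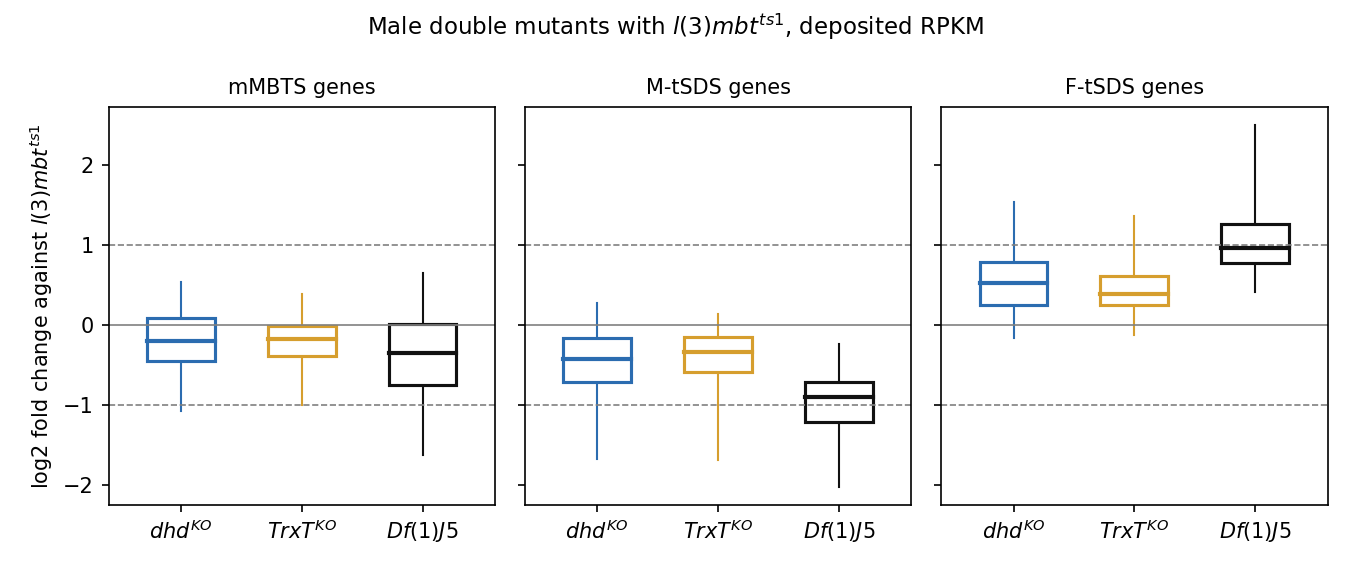
Log2 fold changes on the log2(RPKM + 0.1) scale of the mMBTS, M-tSDS and F-tSDS genes in each male double mutant against male *l(3)mbt* ts1. Boxes run from percentile 25 to 75 with the median as a bar, thin lines from percentile 5 to 95, and dashed lines mark the fold limit. The medians of the M-tSDS and F-tSDS genes lie farthest from 0 in *Df(1)J5; l(3)mbt* ts1, at -0.90 and 0.97.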

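*HP1D3csd*, *piwi*, *nanos*, *Cubn2* (listed as *CG42255*), *CG15930* and *CG14968* belong to both the mMBTS and the M-tSDS in the paper's lists. In male *Df(1)J5; l(3)mbt* ts1 all of them were lower than in *l(3)mbt* ts1 at an adjusted p-value under 0.05 (limma), and all but *piwi* were past the fold limit. *HP1D3csd* had the strongest fall, to 13.1 ± 1.47 RPKM (SD, n = 3), a log2 fold change of -1.80 (standard error 0.0894, adjusted p = 9.13e-06). *Cubn2* went from 7.27 ± 0.845 to 3.31 ± 0.689 RPKM (log2 fold change -1.12, standard error 0.153, adjusted p = 0.00106). *CG14968* went from 1.84 ± 0.275 to 0.76 ± 0.239 RPKM (log2 fold change -1.20, standard error 0.219, adjusted p = 0.00365). With a pseudocount of 1, *Cubn2* (-0.95), *CG14968* (-0.70) and *nanos* (-0.74) were below the fold limit. *nanos* was also below it without *l(3)mbt* ts1 replicate C (-0.98) and without *Df(1)J5; l(3)mbt* ts1 replicate C (-0.88). In 1 fit of the 15 male libraries, added after the data were seen, *Cubn2* had an adjusted p-value of 0.228, its *w1118* libraries ranging from 0.263 to 4.93 RPKM.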

Downregulated M-tSDS genes in male mbt tumours suppressed by depletion of both *TrxT* and *dhd* include *HP1D3csd*, *piwi*, *nanos*, *Cubn2*, *CG15930* and *CG14968*, which also belong to the MBTS and are known to be required for mbt tumour growth (Janic et al, 2010; Rossi et al, 2017). Venn diagrams showing the overlap between the affected M-tSDS and F-tSDS genes in the *TrxT*^*KO*^*; l(3)mbt*^*ts1*^, *dhd*^*KO*^*; l(3)mbt*^*ts1*^, and *Df(1)J5; l(3)mbt*^*ts1*^ conditions, and GO analysis of or overlapping and non-overlapping genes are shown in Fig. EV5. 

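Of the M-tSDS genes called lower from the deposited values, 16 were lower in *dhd* KO*; l(3)mbt* ts1, *TrxT* KO*; l(3)mbt* ts1 and *Df(1)J5; l(3)mbt* ts1 alike, and 96 in *Df(1)J5; l(3)mbt* ts1 alone. Of the 46 M-tSDS genes lower in *dhd* KO*; l(3)mbt* ts1, 37 (80.4%) were lower in *Df(1)J5; l(3)mbt* ts1 too, as were 25 of the 31 (80.6%) lower in *TrxT* KO*; l(3)mbt* ts1. Among F-tSDS genes called higher, 5 were higher in *dhd* KO*; l(3)mbt* ts1, *TrxT* KO*; l(3)mbt* ts1 and *Df(1)J5; l(3)mbt* ts1 alike and 102 in *Df(1)J5; l(3)mbt* ts1 alone. *Df(1)J5; l(3)mbt* ts1 shared 38 of the 42 F-tSDS genes higher in *dhd* KO*; l(3)mbt* ts1 (90.5%) and 13 of the 19 higher in *TrxT* KO*; l(3)mbt* ts1 (68.4%). As the comparisons share their *l(3)mbt* ts1 libraries, the correlation of changes between *dhd* KO*; l(3)mbt* ts1 and *TrxT* KO*; l(3)mbt* ts1 has to be read against that of unchanged groups. Across M-tSDS genes Pearson's r was 0.405, against a simulated median of 0.508, and across F-tSDS genes 0.623, against 0.514 with a highest simulated value of 0.657.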

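The contrast of *Df(1)J5; l(3)mbt* ts1 minus *dhd* KO*; l(3)mbt* ts1 minus *TrxT* KO*; l(3)mbt* ts1 plus *l(3)mbt* ts1 on the log2 scale was also taken over the tSDS lists, where a combined effect beyond the sum of the 2 single ones is negative for M-tSDS and positive for F-tSDS genes. Its median was -0.14 over 368 M-tSDS genes, with quartiles of -0.45 and 0.30. Over 332 F-tSDS genes the median was 0.096, with quartiles of -0.15 and 0.36. The 81 choices of 1 library per genotype gave medians with an SD of 0.24 and 0.29, and 53 and 35 of them lay below 0. Both medians lie within that spread, which is not their error with 3 libraries per genotype and gives no test against 0. With any 1 library left out, the M-tSDS median stayed below 0 (-0.22 to -0.027) and the F-tSDS median took both signs (-0.039 to 0.19). At an adjusted p-value under 0.05 (limma), 28 M-tSDS genes lay below additivity and 28 above it, and 9 F-tSDS genes lay below and 4 above. Adjusted over the list alone, 81 M-tSDS and 12 F-tSDS genes departed from additivity in either direction. The paper's conclusion also rests on comparisons between the sexes, which were not analysed here.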

From these data we conclude that *TrxT* and *dhd* play a strong synergistic effect in sex-linked gene expression dysregulation in male mbt tumour tissue by up-regulating M-tSDS genes and downregulating F-tSDS genes.

**Figure EV5:**
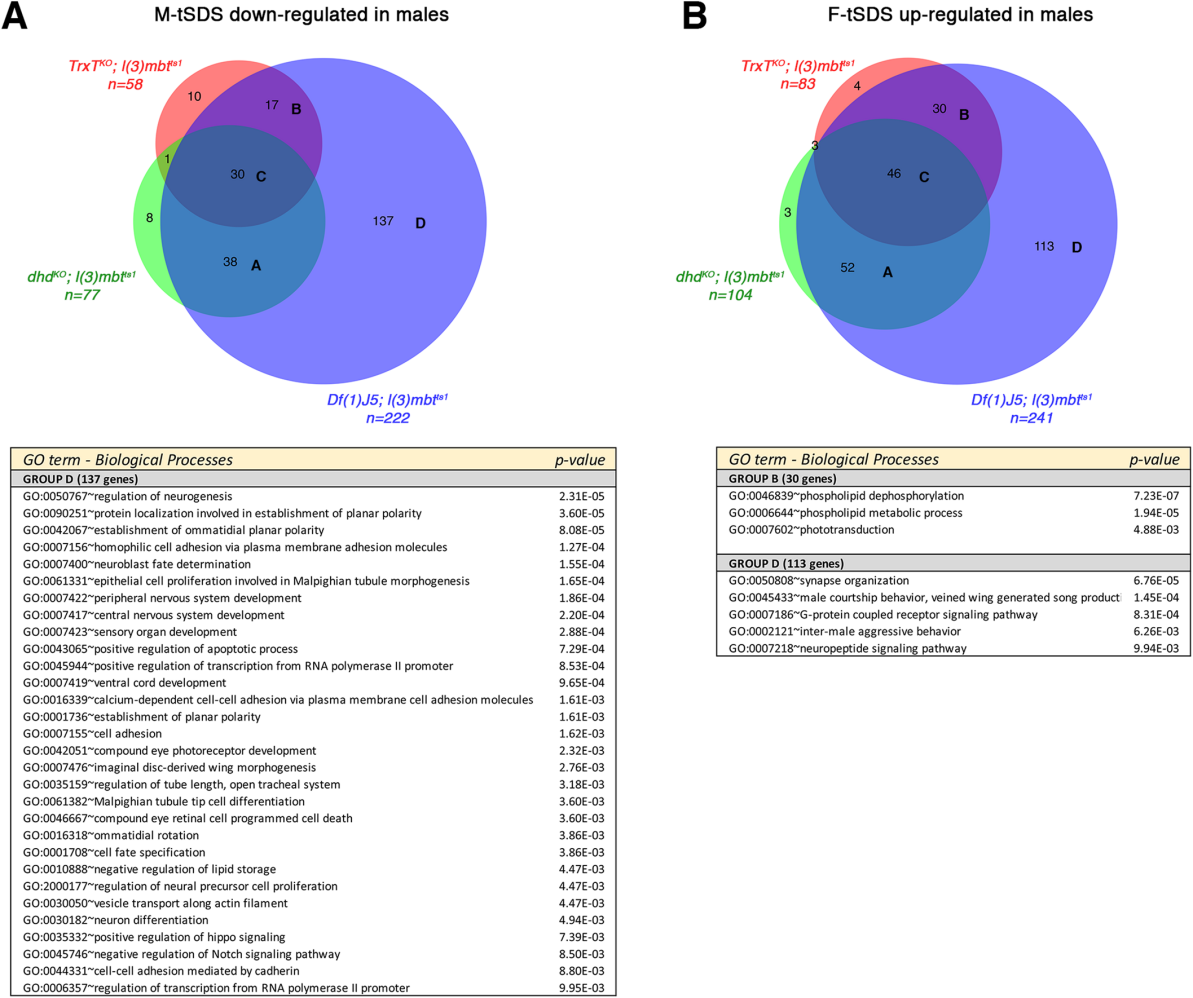
mbt SDS genes affected by depletion of *TrxT* and *dhd* in mbt tumours. Venn diagrams and Gene Ontology terms that are significantly enriched (*P* < 0.01) in the downregulated M-tSDS (**A**) and upregulated F-tSDS (**B**) genes in *dhd*^*KO*^*; l(3)mbt*^*ts1*^ (green) and *TrxT*^*KO*^*; l(3)mbt*^*ts1*^(red) and *Df(1)J5; l(3)mbt*^*ts1*^ (blue) male larvae. A = overlapping genes between *dhd*^*KO*^*; l(3)mbt*^*ts1*^ and *Df(1)J5; l(3)mbt*^*ts1*^; B = overlapping genes between *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ and *Df(1)J5; l(3)mbt*^*ts1*^; C = overlapping genes between *dhd*^*KO*^*; l(3)mbt*^*ts1*^, *TrxT*^*KO*^*; l(3)mbt*^*ts1*^, and *Df(1)J5; l(3)mbt*^*ts1*^; D = genes specifically affected in *Df(1)J5; l(3)mbt*^*ts1*^. Data Information: Venn Diagrams were performed using BioVenn online tool, and Gene Ontology terms were analysed using DAVID 2021 online tool. Statistical analysis performed by DAVID was Fisher’s Exact test.

Altogether, our results identify the combined action of TrxT and Dhd as an upstream function required for the expression of the MBTS and SDS tumour signatures and for the development of the enhanced malignancy traits presented by mbt tumours in male individuals. This critical tumorigenic interaction between *TrxT* and *dhd* is quite remarkable taking into account that, under normal conditions, these two genes are never expressed together.

In humans, CT/CG genes have been identified in a wide range of cancer types (Hofmann et al, 2008). Notably, nearly half of known human CT/CG genes map to the X chromosome (a.k.a.CT-X genes) (Ross et al, 2005; Stevenson et al, 2007) and unlike CT genes encoded in autosomes, most CT-X genes belong to gene families that are organised into complex tandem, direct, or inverted (head-to-head) repeats (Fratta et al, 2011; Ross et al, 2005; Salmaninejad et al, 2016; Simpson et al, 2005; Warburton et al, 2004; Zhao et al, 2012). Notably, some head-to-head CT-X gene pairs work as a unit in human cancer (Barger et al, 2021).

Our results reveal the first instance of a X-linked, head-to-head CG pair in Drosophila and underpin the potential of cancer-germline genes that are dispensable for somatic cell development as targets to curtail malignant growth. This is particularly so for genes like *TrxT* that play no major role in development but have a substantial contribution to mbt malignant growth.

## Methods

### Fly stocks

The following mutant alleles were used in this study: *l(3)mbt*^*ts1*^ (Gateff et al, 1993), *Df(1)J5* (Salz et al, 1994), *TrxT*^*KO*^ and *dhd*^*KO*^ (both generated in this work). The wild-type strain used was *w*^*1118*^. To distinguish male from female mbt mutant larvae, the strain *Dp(1:Y)y+* was used. Because of the temperature-sensitive condition of mbt, all crosses, including controls, were maintained at 29 °C. Double mutants *TrxT*^*KO*^*; l(3)mbt*^*ts1*^*, dhd*^*KO*^*; l(3)mbt*^*ts1*^ and *Df(1)J5; l(3)mbt*^*ts1*^ were generated using standard genetic techniques.

### CRISPR/Cas9-mediated knock-out alleles

*TrxT*^*KO*^ and *dhd*^*KO*^ mutants were made by gene editing using CRISPR-Cas9 and homologous direct repair in InDroso, France. Briefly, *nos-Cas9* embryos were injected with a vector containing a reporter cassette with an *attP–Lox– 3xP3-dsRED–Lox* flanked by the homologue donor arms and two gRNA-expressing vectors. This resulted in the full replacement of the CDS of *TrxT* and *dhd* by the reporter cassette. Transgenic lines were selected visually for the dsRED marker. By PCR and sequencing, the correct replacement of the CDSs was confirmed. The gRNAs used were the following: dhd1-AATTAAAGAACTTGACGTGATGG, dhd2-TACATAAACGAACACAAATGAGG, TrxT1-AAGTCATGGTGTACCCAGTGCGG and TrxT2-CCACGACGAGAATGCCGTTCTGG.

### Genotypes and crossing schemes

Crosses for the mbt condition were done with females *yw; l(3)mbt*^*ts1*^*/TM6B,Tb* and males *yw/Dp(1:Y)y* + *; l(3)mbt*^*ts1*^*/TM6B,Tb*. The progeny used were males *yw/Dp(1:Y)y* + *; l(3)mbt*^*ts1*^ and females *yw; l(3)mbt*^*ts1*^.

For the double-mutant *TrxT*^*KO*^*; l(3)mbt*^*ts1*^ condition, females *yw TrxT*^*KO*^*; l(3)mbt*^*ts1*^*/TM6B,Tb* were crossed with males *yw TrxT*^*KO*^*/Dp(1:Y)y* + *; l(3)mbt*^*ts1*^*/TM6B,Tb*. The progeny used were males *yw TrxT*^*KO*^*/Dp(1:Y)y* + *; l(3)mbt*^*ts1*^ and females *yw TrxT*^*KO*^*; l(3)mbt*^*ts1*^.

For the double-mutant *dhd*^*KO*^*; l(3)mbt*^*ts1*^ condition, females *yw dhd*^*KO*^*/FM7,P{ActGFP}; l(3)mbt*^*ts1*^*/TM6B,Tb* were crossed with males *yw dhd*^*KO*^*/Dp(1:Y)y* + *; l(3)mbt*^*ts1*^*/TM6B,Tb*. The progeny used were males *yw dhd*^*KO*^*/Dp(1:Y)y* + *; l(3)mbt*^*ts1*^ and females *yw dhd*^*KO*^*; l(3)mbt*^*ts1*^.

For the double-mutant *Df(1)J5; l(3)mbt*^*ts1*^ condition, females *Df(1)J5/FM7,P{ActGFP}; l(3)mbt*^*ts1*^*/TM6B,Tb* were crossed with males *mRFP Df(1)J5/Dp(1:Y)y* + *; l(3)mbt*^*ts1*^*/TM6B,Tb*. The progeny used were males *Df(1)J5/Dp(1:Y)y* + *; l(3)mbt*^*ts1*^ and females *mRFP Df(1)J5 / Df(1)J5; l(3)mbt*^*ts1*^.

### Immunohistochemistry

Immunostaining of whole larval brains was performed as described (Gonzalez and Glover, 1993). Briefly, brains were dissected in phosphate-buffered saline (PBS), fixed in 4% formaldehyde, rinsed in PBS-0.3% Triton X-100 (PBST), and blocked in PBST with 10% foetal calf serum (PBSTF). Primary and secondary antibodies were incubated in PBSTF overnight at 4 °C. The primary antibody used in this study was rat anti-DE-Cadherin (DCAD2, 1:100, DSHB). We used Alexa Fluor Secondary Antibodies (1:1000, Life Technologies). DNA was stained with DAPI. Larval brains were mounted in Vectashield (Molecular Probes). Images were acquired with a SP8 Leica confocal image microscope and processed in Adobe Photoshop CS6 and ImageJ.

### Quantification and statistical analysis

Eggs were collected for 24 h and allowed to develop for up to 6 days (132 + /-12h AEL) for all the experiments, except for control *w*^*1118*^ larvae that were dissected at 5 days AEL. The ratio area of neuroepithelium/area of the brain lobe (ratio NE/BL) was calculated using images acquired with a SP8 Leica confocal image microscope and measuring the areas corresponding to the neuroepithelium and the brain lobe using ImageJ software. The results were represented in box-plots and *P* values were calculated using GraphPad Prism 10.2.0 for macOS, GraphPad Software, La Jolla California USA, www.graphpad.com. For statistical analysis, unpaired two-tailed Student’s *t* test were used for normally distributed samples and equal variances, and non-parametric Mann–Whitney test were used when data were not normally distributed. Kruskal–Wallis test was used for multiple comparisons. In all cases, differences were considered significant at *P* < 0.05. All genotypes and crosses were done as described above.

### Allograft assays

Larval brain lobes grafts were carried out in female hosts as described in (Rossi and Gonzalez, 2015). Tumour lethality (%) was calculated by the number of hosts killed by the developing tumour over the total of allografted adults. Implanted hosts were kept at 29 **°**C. The *P* values for the differences in tumour lethality were calculated using Chi-square test.

### Transcriptomics

#### RNA-seq samples preparation and sequencing

RNA was isolated using magnetic beads (RNAClean XP, Beckman Coulter, A63987) from 10 Drosophila larval brains per sample following the protocol described in (Janic et al, 2010). RNA poly A purification, cDNA generation, adaptor ligation, library amplification and sequencing were performed as described in (Molnar et al, 2019).

#### RNA-seq data processing and analysis

Data has been processed and analysed as described in (Molnar et al, 2019). Expression coverage files in BAM format (https://genome.ucsc.edu/goldenPath/help/bam.html) were generated using STAR (v2.4.0j) and later normalised according to the scaling factors obtained by the TMM normalisation method. The resulting files have been visually inspected with the Integrated Genome Browser (http://igb.bioviz.org/) software.

#### Differential expression analysis

Pairwise comparisons were performed to identify differentially expressed (DE) genes between females and males and genotypes, using edgeR. Genes with fold change >2 and FDR < 0.05 were considered differentially expressed.

#### Gene expression analysis by RT-qPCR

Total RNA was isolated from dissected larval brains using proteinase K and deoxyribonuclease (DNase) (Invitrogen) and purified using magnetic beads. RNA yield and quality were assessed with Qubit, followed by reverse transcription using random hexamers. Transcript levels were measured with PowerUp SYBR Green Master Mix in QuantStudio 6 Flex System (Applied Biosystems). Initial activation was performed at 95 °C for 20 s, followed by 40 cycles of 95 °C for 5 s and 60 °C for 15 s. The melting curve was generated ranging from 50 °C to 95 °C with an increment of 0.5 °C every 5 s. Primers specifics for the transcript *TrxT* and *dhd* used for RT-qPCR are as follows: TrxT-FW-AGATAATAGCACCCAAGCTGGA, TrxT-RV-ATTCGACCGTAATGTCCTCGT dhd-FW-GATGTGGACAAATTCGAGGAGC and dhd-RV -GAGCCAAGCGTCGATTTT. Measurements were performed on biological triplicates, with technical duplicates of each biological sample. RNA levels were normalised to *rp49*. The relative transcript levels were calculated using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001).

#### Heatmaps

Hierarchical clustering was done using the function heatmap.2 in R to generate a plot in which samples (columns) are clustered (dendogram); genes (rows) are scaled by “rows”; distance = Euclidean; and hclust method = complete linkage. Expression levels are reported as Row Z-score.

#### Venn diagrams

Venn diagrams were done using the web application BioVenn (Hulsen et al, 2008).

#### Gene Ontology (GO) enrichment analysis

Functional annotation of GO terms for Biological Process was performed using the online tool Database and Annotation, Visualisation and Integrated Discovery (DAVID 2021) (Sherman et al, 2022).

## Supplementary information

Dataset EV1

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Peer Review File

Expanded View Figures

## Data Availability

The RNA-seq raw data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE263157. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00154-1.

## References

[CR1] AlOkda A, Van Raamsdonk JM (2023) Evolutionarily conserved role of thioredoxin systems in determining longevity. Antioxidants 12:94437107319 10.3390/antiox12040944PMC10135697

[CR2] Arner ES, Holmgren A (2006) The thioredoxin system in cancer. Semin Cancer Biol 16:420–42617092741 10.1016/j.semcancer.2006.10.009

[CR3] Barger CJ, Chee L, Albahrani M, Munoz-Trujillo C, Boghean L, Branick C, Odunsi K, Drapkin R, Zou L, Karpf AR (2021) Co-regulation and function of FOXM1/RHNO1 bidirectional genes in cancer. eLife 10:e5507033890574 10.7554/eLife.55070PMC8104967

[CR4] Collet JF, Messens J (2010) Structure, function, and mechanism of thioredoxin proteins. Antioxid Redox Signal 13:1205–121620136512 10.1089/ars.2010.3114

[CR5] Emelyanov AV, Fyodorov DV (2016) Thioredoxin-dependent disulfide bond reduction is required for protamine eviction from sperm chromatin. Genes Dev 30:2651–265628031247 10.1101/gad.290916.116PMC5238724

[CR6] Flores LC, Ortiz M, Dube S, Hubbard GB, Lee S, Salmon A, Zhang Y, Ikeno Y (2012) Thioredoxin, oxidative stress, cancer and aging. Longev Healthspan 1:424764510 10.1186/2046-2395-1-4PMC3886257

[CR7] Fratta E, Coral S, Covre A, Parisi G, Colizzi F, Danielli R, Nicolay HJ, Sigalotti L, Maio M (2011) The biology of cancer testis antigens: putative function, regulation and therapeutic potential. Mol Oncol 5:164–18221376678 10.1016/j.molonc.2011.02.001PMC5528287

[CR8] Freier R, Aragon E, Baginski B, Pluta R, Martin-Malpartida P, Ruiz L, Condeminas M, Gonzalez C, Macias MJ (2021) Structures of the germline-specific Deadhead and thioredoxin T proteins from *Drosophila melanogaster* reveal unique features among thioredoxins. IUCrJ 8:281–29433708404 10.1107/S2052252521000221PMC7924233

[CR9] Gateff E, Loffler T, Wismar J (1993) A temperature-sensitive brain tumor suppressor mutation of Drosophila melanogaster: developmental studies and molecular localization of the gene. Mech Dev 41:15–318507589 10.1016/0925-4773(93)90052-y

[CR10] Gonzalez C, Glover DM (1993) Techniques for studying mitosis in Drosophila. In: Fantes P, Brooks R (eds) The cell cycle: a practical approach. Oxford University Press, p 143–176

[CR11] Gramates LS, Agapite J, Attrill H, Calvi BR, Crosby MA, dos Santos G, Goodman JL, Goutte-Gattat D, Jenkins VK, Kaufman T et al (2022) FlyBase: a guided tour of highlighted features. Genetics 220:iyac03535266522 10.1093/genetics/iyac035PMC8982030

[CR12] Hofmann O, Caballero OL, Stevenson BJ, Chen YT, Cohen T, Chua R, Maher CA, Panji S, Schaefer U, Kruger A et al (2008) Genome-wide analysis of cancer/testis gene expression. Proc Natl Acad Sci USA 105:20422–2042719088187 10.1073/pnas.0810777105PMC2603434

[CR13] Holmgren A (1985) THIOREDOXIN. Annu Rev Biochem 54:237–2713896121 10.1146/annurev.bi.54.070185.001321

[CR14] Hulsen T, de Vlieg J, Alkema W (2008) BioVenn—a web application for the comparison and visualization of biological lists using area-proportional Venn diagrams. BMC Genomics 9:48818925949 10.1186/1471-2164-9-488PMC2584113

[CR15] Janic A, Mendizabal L, Llamazares S, Rossell D, Gonzalez C (2010) Ectopic expression of germline genes drives malignant brain tumor growth in Drosophila. Science 330:1824–182721205669 10.1126/science.1195481

[CR16] Karlenius TC, Tonissen KF (2010) Thioredoxin and cancer: a role for thioredoxin in all states of tumor oxygenation. Cancers 2:209–23224281068 10.3390/cancers2020209PMC3835076

[CR17] Livak KJ, Schmittgen TD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-delta delta C(T)) method. Methods 25:402–40811846609 10.1006/meth.2001.1262

[CR18] Molnar C, Heinen JP, Reina J, Llamazares S, Palumbo E, Breschi A, Gay M, Villarreal L, Vilaseca M, Pollarolo G et al (2019) The histone code reader PHD finger protein 7 controls sex-linked disparities in gene expression and malignancy in Drosophila. Sci Adv 5:eaaw796531453329 10.1126/sciadv.aaw7965PMC6693905

[CR19] Mondal S, Singh SP (2022) New insights on thioredoxins (Trxs) and glutaredoxins (Grxs) by in silico amino acid sequence, phylogenetic and comparative structural analyses in organisms of three domains of life. Heliyon 8:e1077636203893 10.1016/j.heliyon.2022.e10776PMC9529593

[CR20] Nishinaka Y, Nakamura H, Masutani H, Yodoi J (2001) Redox control of cellular function by thioredoxin; a new therapeutic direction in host defence. Arch Immunol Ther Exp 49:285–29211726031

[CR21] Pellicena-Palle A, Stitzinger SM, Salz HK (1997) The function of the Drosophila thioredoxin homologue encoded by the deadhead gene is redox-dependent and blocks the initiation of development but not DNA synthesis. Mech Dev 62:61–659106167 10.1016/s0925-4773(96)00650-8

[CR22] Petrova B, Liu K, Tian C, Kitaoka M, Freinkman E, Yang J, Orr-Weaver TL (2018) Dynamic redox balance directs the oocyte-to-embryo transition via developmentally controlled reactive cysteine changes. Proc Natl Acad Sci USA 115:E7978–E798630082411 10.1073/pnas.1807918115PMC6112717

[CR23] Powis G, Montfort WR (2001) Properties and biological activities of thioredoxins. Annu Rev Biophys Biomol Struct 30:421–45511441809 10.1146/annurev.biophys.30.1.421

[CR24] Ross MT, Grafham DV, Coffey AJ, Scherer S, McLay K, Muzny D, Platzer M, Howell GR, Burrows C, Bird CP et al (2005) The DNA sequence of the human X chromosome. Nature 434:325–33715772651 10.1038/nature03440PMC2665286

[CR25] Rossi F, Gonzalez C (2015) Studying tumor growth in Drosophila using the tissue allograft method. Nat Protoc 10:1525–153426357008 10.1038/nprot.2015.096

[CR26] Rossi F, Molnar C, Hashiyama K, Heinen JP, Pampalona J, Llamazares S, Reina J, Hashiyama T, Rai M, Pollarolo G et al (2017) An in vivo genetic screen in Drosophila identifies the orthologue of human cancer/testis gene SPO11 among a network of targets to inhibit lethal(3)malignant brain tumour growth. Open Biol 7:17015628855394 10.1098/rsob.170156PMC5577452

[CR27] Salmaninejad A, Zamani MR, Pourvahedi M, Golchehre Z, Hosseini Bereshneh A, Rezaei N (2016) Cancer/testis antigens: expression, regulation, tumor invasion, and use in immunotherapy of cancers. Immunol Invest 45:619–64027603913 10.1080/08820139.2016.1197241

[CR28] Salz HK, Flickinger TW, Mittendorf E, Pellicena-Palle A, Petschek JP, Albrecht EB (1994) The Drosophila maternal effect locus deadhead encodes a thioredoxin homolog required for female meiosis and early embryonic development. Genetics 136:1075–10867516301 10.1093/genetics/136.3.1075PMC1205864

[CR29] Sherman BT, Hao M, Qiu J, Jiao X, Baseler MW, Lane HC, Imamichi T, Chang W (2022) DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res 50:W216–w22135325185 10.1093/nar/gkac194PMC9252805

[CR30] Simpson AJ, Caballero OL, Jungbluth A, Chen YT, Old LJ (2005) Cancer/testis antigens, gametogenesis and cancer. Nat Rev Cancer 5:615–62516034368 10.1038/nrc1669

[CR31] Stevenson BJ, Iseli C, Panji S, Zahn-Zabal M, Hide W, Old LJ, Simpson AJ, Jongeneel CV (2007) Rapid evolution of cancer/testis genes on the X chromosome. BMC Genomics 8:12917521433 10.1186/1471-2164-8-129PMC1890293

[CR32] Svensson MJ, Chen JD, Pirrotta V, Larsson J (2003) The ThioredoxinT and deadhead gene pair encode testis- and ovary-specific thioredoxins in Drosophila melanogaster. Chromosoma 112:133–14314579129 10.1007/s00412-003-0253-5

[CR33] Svensson MJ, Larsson J (2007) Thioredoxin-2 affects lifespan and oxidative stress in Drosophila. Hereditas 144:25–3217567437 10.1111/j.2007.0018-0661.01990.x

[CR34] Tirmarche S, Kimura S, Dubruille R, Horard B, Loppin B (2016) Unlocking sperm chromatin at fertilization requires a dedicated egg thioredoxin in Drosophila. Nat Commun 7:1353927876811 10.1038/ncomms13539PMC5122968

[CR35] Torres-Campana D, Horard B, Denaud S, Benoit G, Loppin B, Orsi GA (2022) Three classes of epigenomic regulators converge to hyperactivate the essential maternal gene deadhead within a heterochromatin mini-domain. PLoS Genet 18:e100961534982772 10.1371/journal.pgen.1009615PMC8759638

[CR36] Warburton PE, Giordano J, Cheung F, Gelfand Y, Benson G (2004) Inverted repeat structure of the human genome: the X-chromosome contains a preponderance of large, highly homologous inverted repeats that contain testes genes. Genome Res 14:1861–186915466286 10.1101/gr.2542904PMC524409

[CR37] Wilkinson B, Gilbert HF (2004) Protein disulfide isomerase. Biochim Biophys Acta 1699:35–4415158710 10.1016/j.bbapap.2004.02.017

[CR38] Zhao Q, Caballero OL, Simpson AJ, Strausberg RL (2012) Differential evolution of MAGE genes based on expression pattern and selection pressure. PLoS ONE 7:e4824023133577 10.1371/journal.pone.0048240PMC3484994

# Supplementary material for: TrxT and dhd are dispensable for Drosophila brain development but essential for l(3)mbt brain tumour growth
**Source:** EMBO Rep. 2024 May 15;25(7):6. doi: 10.1038/s44319-024-00154-1
**Supplement:** Supplementary file 7 — Expanded View Figures

## Expanded View Figures

A

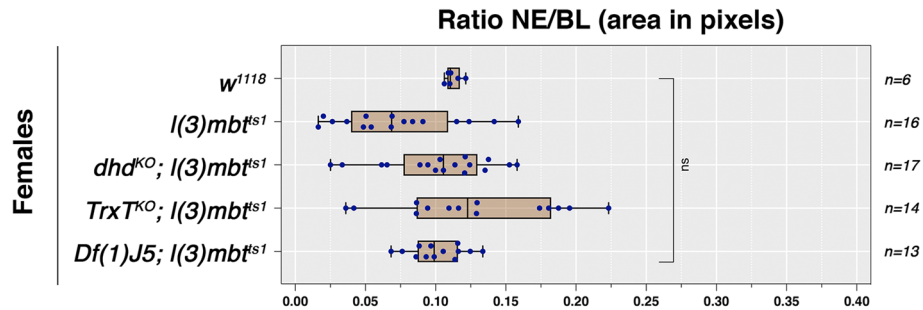

B

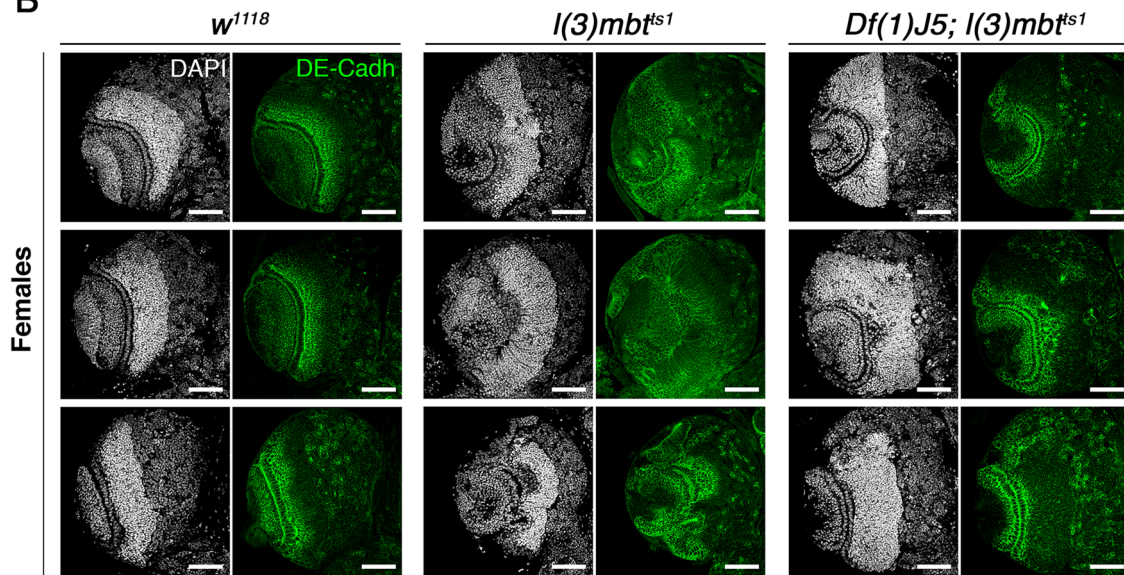

C

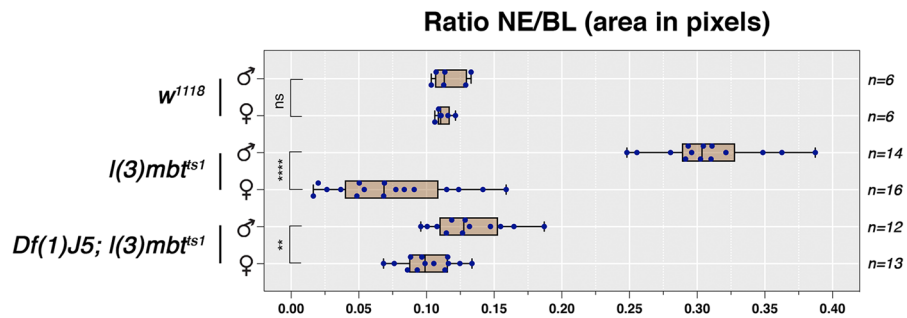

**Figure EV1. *TrxT* and *dhd* depletion affects female-specific mbt tumour traits.**

(A) Relative size of NE as a fraction of BL area in female control ( $w^{1118}$ ),  $l(3)mbt^{ts1}$  single-mutant, and  $dhd^{KO}; l(3)mbt^{ts1}$ ,  $Trx^{TKO}; l(3)mbt^{ts1}$ ,  $Df(1)J5; l(3)mbt^{ts1}$  double-mutant female larvae. Kruskal-Wallis test, ns  $P > 0.05$ . (B) Larval brain lobes from control ( $w^{1118}$ ),  $l(3)mbt^{ts1}$  single-mutant, and  $Df(1)J5; l(3)mbt^{ts1}$  double-mutant female larvae stained with DAPI (grey) and anti-DE-cadherin (green). Female  $l(3)mbt^{ts1}$  lobes present shortened NE but retain a relatively normal CB and compact medulla (MED). Female  $Df(1)J5; l(3)mbt^{ts1}$  lobes closely resemble wild-type brains. For each genotype, three representative different lobes are shown. Scale bar, 50  $\mu$ m. (C) Relative size of NE as a fraction of brain lobe BL area in male and female control ( $w^{1118}$ ),  $l(3)mbt^{ts1}$  single-mutant, and  $Df(1)J5; l(3)mbt^{ts1}$  double-mutant larvae. Student's  $t$  test, \*\*\*\* $P < 0.0001$ ; \*\* $P < 0.01$ ; ns  $P > 0.05$ . Data Information: (A, C) The vertical line within each box represents the median, and the box boundaries are defined by the 25th and 75th percentiles. The whiskers extend to the minimum and maximum values. Each blue dot represents a NE/BL ratio value (area in pixels) for a single brain lobe, with sample sizes indicated (A:  $n = 6, 16, 17, 14, 13$ ; C:  $n = 6, 6, 14, 16, 12, 13$ ). (A) Statistical analysis was performed using Kruskal-Wallis test, or (C) Student's  $t$  test. (B) Scale bar, 50  $\mu$ m.

A

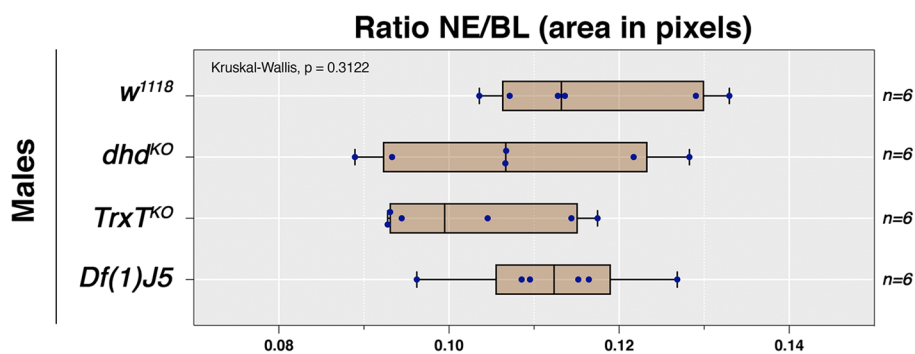

B

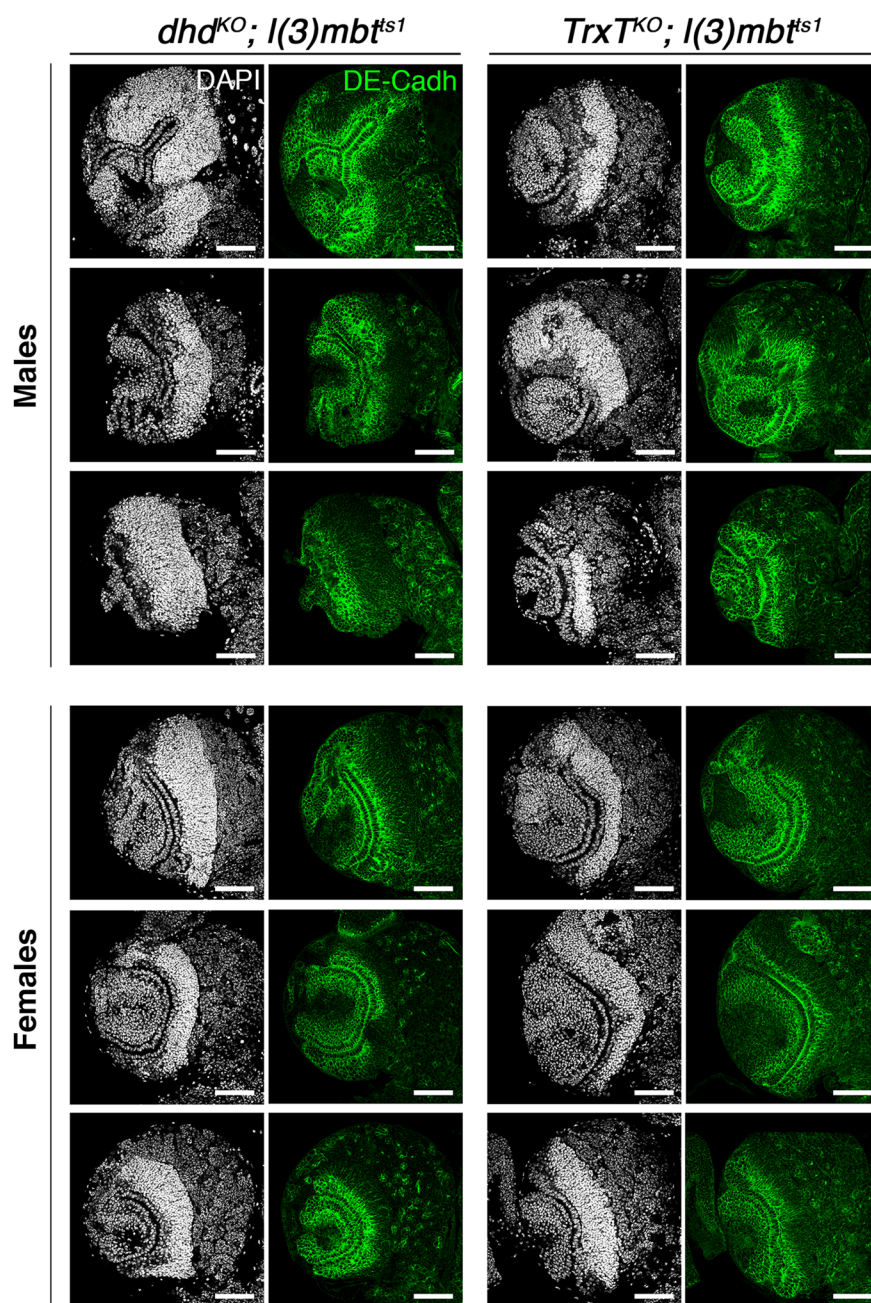

◀ **Figure EV2. *TrxT* and *dhd* depletion in wild-type and mbt tumour brains.**

(A) Relative size of the NE as a fraction of BL area in male control ( $w^{1118}$ ),  $dhd^{KO}$ ,  $TrxT^{KO}$ , and  $Df(1)J5$  male larvae. Kruskal-Wallis test, ns  $P > 0.05$ . (B) Larval brain lobes from  $dhd^{KO}$ ,  $I(3)mbt^{ts1}$  and  $TrxT^{KO}$ ;  $I(3)mbt^{ts}$  male and female larvae stained with DAPI (grey) and anti-DE-cadherin (green). Lobes corresponding to the three best mbt-suppressed phenotype are shown for each genotype. Scale bar, 50  $\mu$ m. Data Information: (A) The vertical line within each box represents the median, and the box boundaries are defined by the 25th and 75th percentiles. The whiskers extend to the minimum and maximum values. Each blue dot represents a NE/BL ratio value (area in pixels) for a single brain lobe, with sample sizes indicated ( $n = 6$  in all samples). (A) Statistical analysis was performed using Kruskal-Wallis test. (B) Scale bar, 50  $\mu$ m.

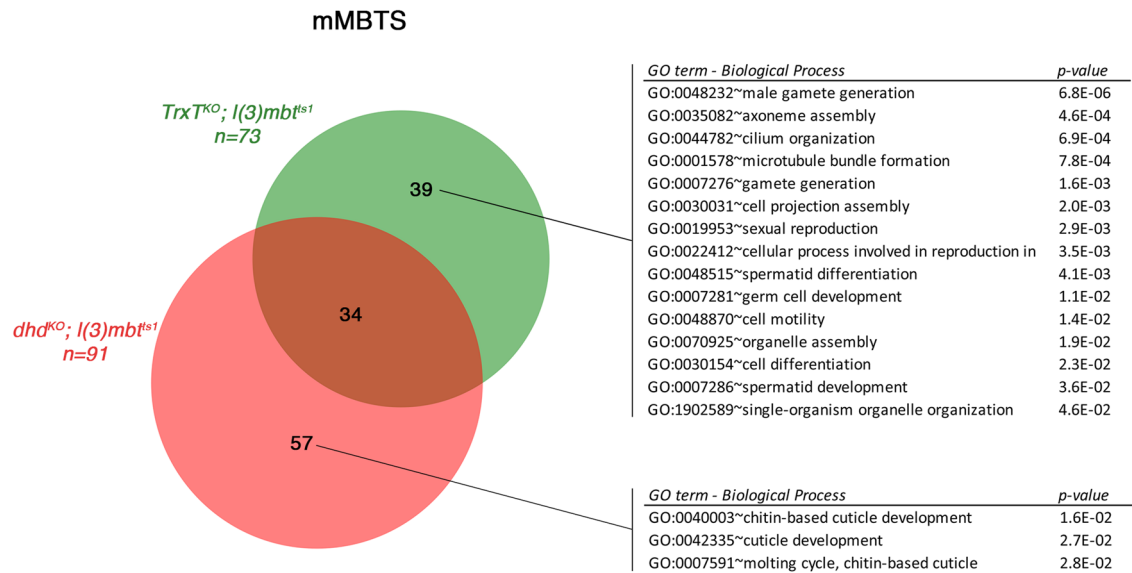

**Figure EV3. mMBTS genes affected by depletion of *TrxT* or *dhd* in mbt tumours.**

Venn diagram showing the number of genes of the mMBTS downregulated in males *dhd<sup>KO</sup>; l(3)mbt<sup>ts1</sup>* (red) and *TrxT<sup>KO</sup>; l(3)mbt<sup>ts1</sup>* (green) compared to *l(3)mbt<sup>ts1</sup>*. Gene Ontology terms that are significantly enriched in the group of genes downregulated in *TrxT<sup>KO</sup>; l(3)mbt<sup>ts1</sup>* only, and in *dhd<sup>KO</sup>; l(3)mbt<sup>ts1</sup>* only ( $P < 0.05$ ). No significantly enriched GOs were identified in the overlapping genes. Data Information: Venn Diagram was performed using BioVenn online tool, and Gene Ontology terms were analysed using DAVID 2021 online tool. Statistical analysis performed by DAVID was Fisher's Exact test.

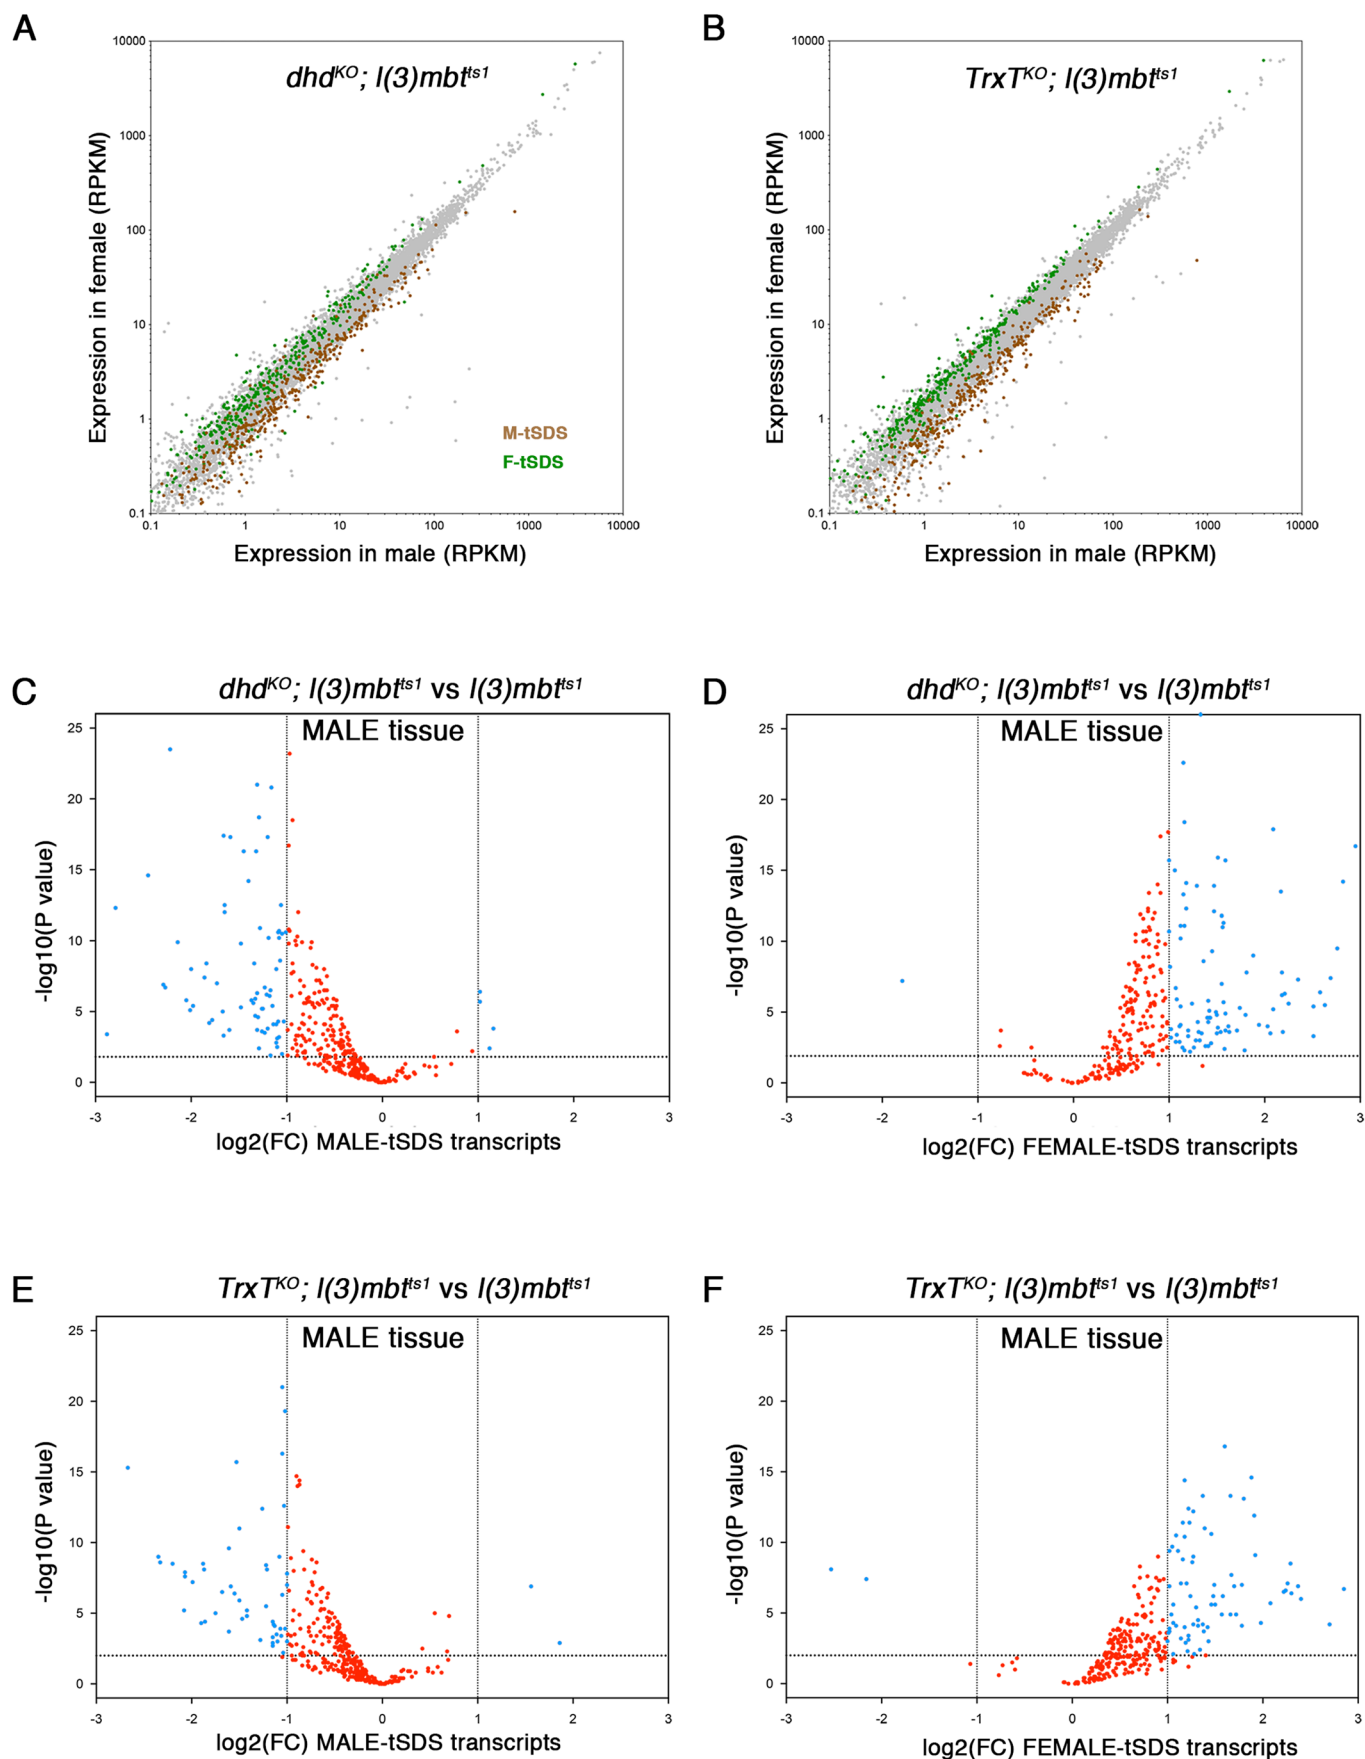

**Figure EV4. Expression of mbt SDS genes in *dhd<sup>KO</sup>; l(3)mbt<sup>ts1</sup>* and *TrxT<sup>KO</sup>; l(3)mbt<sup>ts1</sup>* double-mutant larvae.**

(A, B) Plots showing the expression level of transcripts in male (x axis) and female (y axis) samples from *dhd<sup>KO</sup>; l(3)mbt<sup>ts1</sup>* (A) and *TrxT<sup>KO</sup>; l(3)mbt<sup>ts1</sup>* (B) larvae. Green and brown dots correspond to genes that are significantly overexpressed in male versus female (M-tSDS) and female versus male (F-tSDS) mbt tumours, respectively. Grey dots correspond to genes that are expressed at levels that are not significantly different between males and females. (C–F) Volcano plots showing the significance of the fold change in expression levels of the M-tSDS (C, E) and F-tSDS (D, F) genes between *dhd<sup>KO</sup>; l(3)mbt<sup>ts1</sup>* and *l(3)mbt<sup>ts1</sup>* (C, D) and *TrxT<sup>KO</sup>; l(3)mbt<sup>ts1</sup>* and *l(3)mbt<sup>ts1</sup>* (E, F) male samples. Blue dots represent genes that are significantly (FDR = 0.05) upregulated ( $\log_2(\text{FC}) > 1$ ) or downregulated ( $\log_2(\text{FC}) < -1$ ). Genes whose differential expression is not significant are coloured in red. Data Information: (A, B) Expression levels of transcripts correspond to RPKM values. (C–F) Differential expression analysis was performed using *edgeR*, which applies the generalised linear model (GLM) likelihood ratio statistical test. Genes with absolute FC > 2 and FDR < 0.05 were considered differentially expressed.

Venn diagrams and Gene Ontology terms that are significantly enriched ( $P < 0.01$ ) in the downregulated M-tSDS (A) and upregulated F-tSDS (B) genes in *dhd<sup>KO</sup>; I(3)mbt<sup>ts1</sup>* (green) and *Trx<sup>TKO</sup>; I(3)mbt<sup>ts1</sup>* (red) and *Df(1)J5; I(3)mbt<sup>ts1</sup>* (blue) male larvae. A = overlapping genes between *dhd<sup>KO</sup>; I(3)mbt<sup>ts1</sup>* and *Df(1)J5; I(3)mbt<sup>ts1</sup>*; B = overlapping genes between *Trx<sup>TKO</sup>; I(3)mbt<sup>ts1</sup>* and *Df(1)J5; I(3)mbt<sup>ts1</sup>*; C = overlapping genes between *dhd<sup>KO</sup>; I(3)mbt<sup>ts1</sup>*, *Trx<sup>TKO</sup>; I(3)mbt<sup>ts1</sup>*, and *Df(1)J5; I(3)mbt<sup>ts1</sup>*; D = genes specifically affected in *Df(1)J5; I(3)mbt<sup>ts1</sup>*. Data Information: Venn Diagrams were performed using BioVenn online tool, and Gene Ontology terms were analysed using DAVID 2021 online tool. Statistical analysis performed by DAVID was Fisher's Exact test.

How the deposited data were processed for this re-analysis (not part of the article)

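The data are polyadenylated RNA from male larval brains of *w1118*, *l(3)mbt* ts1, *TrxT* KO*; l(3)mbt* ts1, *dhd* KO*; l(3)mbt* ts1 and *Df(1)J5; l(3)mbt* ts1, with 3 libraries per genotype, pools of 10 brains and larvae raised at 29 °C. By the paper's methods the authors aligned the reads with STAR v2.4.0j, scaled libraries with TMM and called genes with edgeR. The paper's text does not state the genome build, the annotation, how reads were counted or the gene lengths behind the RPKM, and refers to an earlier article of the authors for the rest. The deposited table holds RPKM for 9656 genes, with no value of 0. Columns were assigned to genotypes by the sample list in the source data of Fig. 3, which names 15 of them. The other 15 columns are named neither there nor in the sample labels and were not used. The comparisons that need female libraries were therefore not run: the sex differences of *TrxT*, *dhd* and the tSDS genes, female *Df(1)J5; l(3)mbt* ts1, and the dependence of the effect of *Df(1)J5; l(3)mbt* ts1 on sex. The M-tSDS and F-tSDS were taken as the lists in the source data of Fig. 4, with 368 genes and 335 entries (334 different genes), and the mMBTS as the 836 genes of Dataset EV1.

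Depth could not be recovered from the table, so no count limit was applied, and the spread between the 3 libraries is the only measure of precision. A value held by all 3 libraries of a group for a gene was taken as a floor and not as a measurement, although the highest were 1.35 RPKM in *w1118* and 1.68 in *l(3)mbt* ts1. Differential expression was tested in R 4.3.3 with limma 3.58.1 (lmFit, eBayes with trend) on log2(RPKM + 0.1), on the 6 libraries of the 2 genotypes compared and on genes with an RPKM of at least 0.3 in at least 2 of them. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p-value under 0.05 and a log2 fold change above 1 or below -1. Additivity was tested by the same method on 12 libraries, with no fold limit. Both tests were tried on simulated data in which 200 genes were changed by 2 on the log2 scale. The test of 2 groups called 198 of the 198 changed genes that passed the filter and the additivity test 198 of 199, with 0 and 10 unchanged genes called. Clustering used Euclidean distances and complete linkage, over row Z-scores and over unscaled RPKM, and the trees were compared with those drawn by heatmap.2 (gplots 3.2.0) with rows scaled. The letters of the replicates were tested as pairs on 8322 genes. Residuals of libraries with the same letter correlated between -0.0394 and 0.324, above 0.1 in 3 of 12 such pairs of libraries, so the letters were not used as pairs in the tests reported.

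The comparisons, tests, alternatives and the rule for naming genes were set before the data were examined, except where the text says otherwise. Genes named are *TrxT*, *dhd*, *l(3)mbt*, *roX1* and *roX2*, those the paper names in its RNA-seq results or in Fig. 3E, and in each comparison up to 2 called genes with the largest rise and 2 with the largest fall. Of the genes named, *CG7194*, *BthD* and *CR44383* were chosen for their share of the distance after its values were seen, as were the genes named for one identical value in a single genotype. Alternatives were a pseudocount of 1, no expression filter, a replicate block, array quality weights, median scaling, the mMBTS called from the deposited table, and leaving out each library in turn. For the distances they were log2 values, no row scaling, all 15 libraries together and all 836 genes. Marker lists for neuroepithelium, neuroblasts, neurons, glia, gut, fat body, muscle, salivary gland, haemocytes, eye disc and testis were written before the files were read. Simulations of unchanged groups drew 3 libraries per gene from the mean and spread of *l(3)mbt* ts1, 100 times with a fixed seed. An Ensembl annotation of the fly genome served only to find neighbouring and overlapping genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.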

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

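Apart from the search for absent neighbouring genes, the tests in this part were chosen after the result was seen.

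In male *Df(1)J5; l(3)mbt* ts1, 220 genes outside the mMBTS, M-tSDS and F-tSDS were called against male *l(3)mbt* ts1, 145 higher and 75 lower among 8100 tested, and the paper does not discuss them. Of the 145, 22 stand at one identical value in *l(3)mbt* ts1, and of the 75, 7 stand at one identical value in *Df(1)J5; l(3)mbt* ts1, while 92 of the 220 have a mean below 1 RPKM. With a pseudocount of 1 the number was 90, so low values carry much of the count. 1 of the 10 splits of the 6 libraries, the real one, gave as many genes. *CG32581* had the largest rise among the genes not at one identical value in *l(3)mbt* ts1. It differs between replicates of *w1118* too, so a variant that segregates in the stocks may contribute there, which was not tested. Differences between the stocks other than the mutated genes, and the biological effect of losing *TrxT* and *dhd*, stay open for these genes.

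Fat body transcripts differed between libraries of one genotype. The summed RPKM of 7 fat body genes was 2148 in *TrxT* KO*; l(3)mbt* ts1 replicate C, 1704 in *w1118* replicate A, 1312 in *dhd* KO*; l(3)mbt* ts1 replicate B and 1238 in *TrxT* KO*; l(3)mbt* ts1 replicate A, and between 6.19 and 52.7 in the other 11 libraries. In *TrxT* KO*; l(3)mbt* ts1 replicate C, *Lsp1beta* had 1063 RPKM and *Lsp2* 688 RPKM. Deviations from the group means rose and fell together, with a median Spearman's rho of 0.921 between pairs of the 6 abundant genes over 15 libraries, as fat body tissue carried over at dissection would give. The genes were not in fixed proportion, *Fbp1* having 507 RPKM in *dhd* KO*; l(3)mbt* ts1 replicate B and 10.5 in *w1118* replicate A, so a difference in larval stage between pools may also contribute. Of the 7 genes, 0 are in the mMBTS, M-tSDS or F-tSDS.

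At one identical low value in all 3 libraries of a single genotype with the *l(3)mbt* mutation, and at 1 RPKM or more in the other 12 libraries, were 13 genes: 5 in *l(3)mbt* ts1, 4 in *dhd* KO*; l(3)mbt* ts1 and 4 in *Df(1)J5; l(3)mbt* ts1. The 5 genes in *l(3)mbt* ts1 were *CG15390*, *CG17568*, *CG4398*, *Vps16B* and *CR44897*, and those in *dhd* KO*; l(3)mbt* ts1 were *VhaM9.7-c*, *CG6428*, *cold* and *CG12502*. Those in *Df(1)J5; l(3)mbt* ts1 were *CG8837*, *Tsp42El*, *CG12929* and *ste14*. A deletion spanning neighbouring genes is argued against, since 0 of the 13 had a neighbour in the table at one identical value in the same genotype. In 8 of the 8 genes absent from 1 double mutant, both *w1118* and *l(3)mbt* ts1 were below the mean of the other 2 double mutants, by medians of -1.40 and -1.45 on the log2 scale, which holds for 22% of 7454 genes expressed in every library. Set against each of the 2 separately, both were lower in 7 of the 8 and in 10.6% of those genes. The exception was *CG8837* (3.89 RPKM in *w1118*, 3.74 in *dhd* KO*; l(3)mbt* ts1). The shares of 22% and 10.6% were taken against *TrxT* KO*; l(3)mbt* ts1 and *Df(1)J5; l(3)mbt* ts1 for every gene. They are thus no matched background for the 4 genes absent from *Df(1)J5; l(3)mbt* ts1. The low values of *w1118* and *l(3)mbt* ts1 in the 8 genes may reflect an adjustment made jointly over the genotypes, so that 1 genotype without reads moves the others. With 8 genes that cannot be established, and the levels of these genes are not safe to read as expression. Why reads are missing in 1 genotype stays open, a variant or insertion in that stock among the explanations not tested.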

How the results depend on the processing

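For counts and values without a test, 416 alternatives were computed over 30 results, and 361 stayed within 1.5 times the count or within the spread between libraries. The other 55 are given here. The fit of 15 male libraries, the restored differences of Dataset EV1, the direct comparisons of *Df(1)J5; l(3)mbt* ts1 with *dhd* KO*; l(3)mbt* ts1 and *TrxT* KO*; l(3)mbt* ts1 and the result on genes outside the lists were chosen after the data were seen. Unless a cause is named, the cause was not tested. Not run were the alternatives that need female libraries, among them 1 fit of all 30 libraries, in whose place 1 fit of the 15 male libraries was made.

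With a pseudocount of 1 in place of 0.1, which by its construction shrinks the changes of genes with low RPKM, every count of genes past the fold limit fell in the comparisons listed. In *l(3)mbt* ts1 against *w1118* it was 251. For mMBTS genes it was 18 in *dhd* KO*; l(3)mbt* ts1, 13 in *TrxT* KO*; l(3)mbt* ts1 and 45 in *Df(1)J5; l(3)mbt* ts1, 6 for both *dhd* KO*; l(3)mbt* ts1 and *TrxT* KO*; l(3)mbt* ts1, 22 for *Df(1)J5; l(3)mbt* ts1 against *dhd* KO*; l(3)mbt* ts1 and 19 for *Df(1)J5; l(3)mbt* ts1 against *TrxT* KO*; l(3)mbt* ts1. For M-tSDS genes it was 15.8% in *Df(1)J5; l(3)mbt* ts1, 6.79% in *dhd* KO*; l(3)mbt* ts1, 4.89% in *TrxT* KO*; l(3)mbt* ts1, 4.89% for *Df(1)J5; l(3)mbt* ts1 against *dhd* KO*; l(3)mbt* ts1 and 6.52% for *Df(1)J5; l(3)mbt* ts1 against *TrxT* KO*; l(3)mbt* ts1. For F-tSDS genes it was 19.2% in *Df(1)J5; l(3)mbt* ts1, 4.49% in *dhd* KO*; l(3)mbt* ts1, 1.80% in *TrxT* KO*; l(3)mbt* ts1, 3.59% for *Df(1)J5; l(3)mbt* ts1 against *dhd* KO*; l(3)mbt* ts1 and 7.49% for *Df(1)J5; l(3)mbt* ts1 against *TrxT* KO*; l(3)mbt* ts1. Outside the lists it was 90 genes.

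With array quality weights the counts in *TrxT* KO*; l(3)mbt* ts1 rose to 50 mMBTS genes, 12.8% of the M-tSDS and 9.88% of the F-tSDS, and the genes departing from additivity to 198 mMBTS, 98 M-tSDS and 25 F-tSDS genes; the cause was not tested. Among the 546 genes called higher in *l(3)mbt* ts1 from the deposited table itself, 50 were lower in *TrxT* KO*; l(3)mbt* ts1. The fit of 15 libraries left 67 mMBTS genes departing from additivity. With the group means of the mMBTS genes set to the differences of Dataset EV1, 77 were lower in *dhd* KO*; l(3)mbt* ts1 and 62 in *TrxT* KO*; l(3)mbt* ts1, and the distance ratio was 1.254 for *Df(1)J5; l(3)mbt* ts1 and 1.882 for *dhd* KO*; l(3)mbt* ts1.

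The distance ratio depended on the scale in each double mutant. For *Df(1)J5; l(3)mbt* ts1 it was 1.263 with row Z-scores of log2 values, 0.694 with unscaled RPKM and 1.812 with unscaled log2 values. For *dhd* KO*; l(3)mbt* ts1 it was 1.933, 1.318 and 2.895, and 1.355 over all 836 genes. For *TrxT* KO*; l(3)mbt* ts1 it was 2.485 with unscaled log2 values. Only unscaled RPKM, of these scales, put *Df(1)J5; l(3)mbt* ts1 nearer *w1118*, and heatmap.2 with rows scaled drew the tree of unscaled RPKM.

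Leaving out 1 library at a time gave 397 to 722 genes higher in *l(3)mbt* ts1. The mMBTS genes lower numbered 35 to 56 in *dhd* KO*; l(3)mbt* ts1, 20 to 44 in *TrxT* KO*; l(3)mbt* ts1 (20 without *l(3)mbt* ts1 replicate A or C), 108 to 144 in *Df(1)J5; l(3)mbt* ts1 and 9 to 15 in both *dhd* KO*; l(3)mbt* ts1 and *TrxT* KO*; l(3)mbt* ts1. *Df(1)J5; l(3)mbt* ts1 had 46 to 67 mMBTS genes lower than *dhd* KO*; l(3)mbt* ts1 and 36 to 61 lower than *TrxT* KO*; l(3)mbt* ts1. M-tSDS genes lower were 33.7% to 46.7% in *Df(1)J5; l(3)mbt* ts1, 10.6% to 15.5% in *dhd* KO*; l(3)mbt* ts1, 5.71% to 11.7% in *TrxT* KO*; l(3)mbt* ts1, 10.6% to 15.2% for *Df(1)J5; l(3)mbt* ts1 against *dhd* KO*; l(3)mbt* ts1 and 9.78% to 19% for *Df(1)J5; l(3)mbt* ts1 against *TrxT* KO*; l(3)mbt* ts1 (9.78% without *TrxT* KO*; l(3)mbt* ts1 replicate A). F-tSDS genes higher were 34.7% to 58.1% in *Df(1)J5; l(3)mbt* ts1 and 10.5% to 20.4% for *Df(1)J5; l(3)mbt* ts1 against *TrxT* KO*; l(3)mbt* ts1. They were 6.89% to 19.5% in *dhd* KO*; l(3)mbt* ts1 (6.89% without *dhd* KO*; l(3)mbt* ts1 replicate B, 7.78% without *dhd* KO*; l(3)mbt* ts1 replicate A, 7.49% without *l(3)mbt* ts1 replicate A, 19.5% without *dhd* KO*; l(3)mbt* ts1 replicate C) and 3.29% to 7.78% in *TrxT* KO*; l(3)mbt* ts1 (3.29% without *l(3)mbt* ts1 replicate A or C, 3.59% without *TrxT* KO*; l(3)mbt* ts1 replicate C). For *Df(1)J5; l(3)mbt* ts1 against *dhd* KO*; l(3)mbt* ts1 they were 4.49% to 14.7% (4.49% without *Df(1)J5; l(3)mbt* ts1 replicate A, 5.39% without *Df(1)J5; l(3)mbt* ts1 replicate C, 5.99% without *dhd* KO*; l(3)mbt* ts1 replicate C). Genes outside the lists numbered 206 to 269. The genes of Fig. 3E numbered 13 to 15 in *Df(1)J5; l(3)mbt* ts1, 3 to 6 in *dhd* KO*; l(3)mbt* ts1 and 1 to 2 in *TrxT* KO*; l(3)mbt* ts1 (2 without *l(3)mbt* ts1 replicate B or *TrxT* KO*; l(3)mbt* ts1 replicate A).

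Genes departing from additivity numbered 67 to 118 for the mMBTS (67 without *Df(1)J5; l(3)mbt* ts1 replicate A, 71 without *dhd* KO*; l(3)mbt* ts1 replicate A), 41 to 70 for the M-tSDS and 10 to 18 for the F-tSDS when 1 library was left out. The median departure ran from -0.023 to 0.075, from -0.22 to -0.027 and from -0.039 to 0.19. The distance ratio ran from 0.957 to 1.094 for *Df(1)J5; l(3)mbt* ts1, from 1.462 to 1.619 for *dhd* KO*; l(3)mbt* ts1 and from 1.264 to 1.55 for *TrxT* KO*; l(3)mbt* ts1.

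A replicate block, with the letters as blocks, gave 543 genes higher in *l(3)mbt* ts1 and 45, 26 and 121 mMBTS genes lower in *dhd* KO*; l(3)mbt* ts1, *TrxT* KO*; l(3)mbt* ts1 and *Df(1)J5; l(3)mbt* ts1. It gave 13%, 7.61% and 38.6% of the M-tSDS and 13.8%, 5.99% and 44% of the F-tSDS in the same order. Median scaling and leaving out the expression filter changed no count by more than 1.5 times, and median scaling shifted the median of all genes by less than 0.1.

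Over the 60 results for named genes, 689 of 720 alternatives kept direction and call, 20 lost the call, 9 gained it and 2 reversed. The 2 reversals were *vas* in *dhd* KO*; l(3)mbt* ts1, at 0.00070 without *l(3)mbt* ts1 replicate C and 0.018 without *dhd* KO*; l(3)mbt* ts1 replicate B, within a range of -0.057 to 0.018 over the 6 fits that each left out one library. A pseudocount of 1 took *hlk* in *dhd* KO*; l(3)mbt* ts1 and *CG9875*, *Cubn2*, *CG14968*, *nos* and *CG4753* in *Df(1)J5; l(3)mbt* ts1 below the fold limit. *CG4753* in *Df(1)J5; l(3)mbt* ts1 was also below it with array quality weights (-0.98).

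For each count from 6 libraries, 1 of the 10 splits, the real one, gave as many genes: those of *l(3)mbt* ts1 against *w1118*, of *dhd* KO*; l(3)mbt* ts1, *TrxT* KO*; l(3)mbt* ts1 and *Df(1)J5; l(3)mbt* ts1 against *l(3)mbt* ts1, and of *Df(1)J5; l(3)mbt* ts1 against *dhd* KO*; l(3)mbt* ts1 and *TrxT* KO*; l(3)mbt* ts1, for the lists, for Fig. 3E and outside the lists. In the other splits 0 genes were called for each of these counts. At an unadjusted p-value under 0.05 and the same fold limit, another split gave at most 52 genes against 569 for *l(3)mbt* ts1 against *w1118*, and at most 33 against 240 outside the lists. The nearest of the list counts was 19 against 38, for F-tSDS genes in *Df(1)J5; l(3)mbt* ts1 against *dhd* KO*; l(3)mbt* ts1. With 10 splits the share is never below 0.1, so the splits alone give no share under 0.05. For genes departing from additivity, 1 of 100 drawn splits of the 12 libraries gave as many for the mMBTS (highest other split 97), 3 for the M-tSDS (107) and 3 for the F-tSDS (131). Because depth is unknown, a low value cannot be told from few reads, which limits the fold changes of genes near 0.1 RPKM.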

Differences from the paper's values

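In this part, alternatives are those set before the data were examined, unless stated otherwise. A count or share is called near the paper's when the larger is at most 1.5 times the smaller, so near values can still lie well short of the paper's. A log2 fold change is called near when it has the paper's sign and differs from it by no more than its standard error (limma). The paper's mMBTS has 836 genes, and 546 were called here. With no expression filter the number was 589, with array quality weights 710 and without *w1118* replicate A 722, all near in this sense, while the other 8 alternatives were not. For mMBTS genes lower in *dhd* KO*; l(3)mbt* ts1, the paper's number is 91 and the number here 44, and none of 12 alternatives came near. For *TrxT* KO*; l(3)mbt* ts1 it is the paper's 73 against 32, near with array quality weights (50) and with the list called from the deposited table (50), and by none of the other 10. For *Df(1)J5; l(3)mbt* ts1 it is the paper's 182 against 121, near with no expression filter (123), array quality weights (132), median scaling (127), without *l(3)mbt* ts1 replicate B (138) and without *Df(1)J5; l(3)mbt* ts1 replicate B (144), and by none of the other 7. The list called from the deposited table holds 546 genes and not 836, and gave 58, 50 and 113 in the same order. Those counts are larger shares of 546 genes than of 836. By themselves they cannot show whether that list leaves a gap to the paper's shares. With the differences of Dataset EV1 restored, a setting chosen after seeing the values and built from the paper's own, the numbers were 77, 62 and 170.

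For M-tSDS genes lower in *Df(1)J5; l(3)mbt* ts1, the paper's share is 60% and the share here 38.6%, near with array quality weights (44.3%), median scaling (41%), without *l(3)mbt* ts1 replicate B (45.4%) and without *Df(1)J5; l(3)mbt* ts1 replicate B (46.7%), and by none of the other 7 alternatives. For F-tSDS genes higher in *Df(1)J5; l(3)mbt* ts1 it is the paper's 70% against 44.3%, near with array quality weights (54.5%) and without *Df(1)J5; l(3)mbt* ts1 replicate B (58.1%), and by none of the other 9. The paper's 21% of M-tSDS genes in *dhd* KO*; l(3)mbt* ts1 stands against 12.5%, near with array quality weights (15.5%) and without *dhd* KO*; l(3)mbt* ts1 replicate C (15.5%) and by none of the other 9, and the paper's 30% of F-tSDS genes in *dhd* KO*; l(3)mbt* ts1 against 12.6%, with none of 11 near. The paper's 15.7% of M-tSDS genes in *TrxT* KO*; l(3)mbt* ts1 stands against 8.42%, near with array quality weights (12.8%) and without *TrxT* KO*; l(3)mbt* ts1 replicate A (11.7%) and by none of the other 9, and the paper's 24% of F-tSDS genes in *TrxT* KO*; l(3)mbt* ts1 against 5.69%, with none of 11 near. Genes lower in both *dhd* KO*; l(3)mbt* ts1 and *TrxT* KO*; l(3)mbt* ts1 number about 34 in Fig. EV3, read by eye, as the paper's value, and 12 here. The paper's number of M-tSDS genes lower in all 3 double mutants is about 30 in Fig. EV5, read by eye, against 16 here, and of F-tSDS genes higher in all 3 about 46 in Fig. EV5, read by eye, against 5. The first of these 3 overlaps was 6 genes with a pseudocount of 1. It was 9 to 15 when 1 library was left out, again below the paper's value. For the overlaps of all 3 double mutants no alternative was set before the data were examined.

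The log2 fold changes against *l(3)mbt* ts1 of Dataset EV1 and the supplement differed as follows, with the paper's value first. *TrxT* had the paper's -0.29 against -0.42 in *dhd* KO*; l(3)mbt* ts1, the paper's -5.94 against -2.67 in *TrxT* KO*; l(3)mbt* ts1 and the paper's -7.84 against -4.13 in *Df(1)J5; l(3)mbt* ts1. *dhd* had the paper's -6.98 against -2.85 in *dhd* KO*; l(3)mbt* ts1, the paper's -0.48 against 0.21 in *TrxT* KO*; l(3)mbt* ts1 and the paper's -5.77 against -1.65 in *Df(1)J5; l(3)mbt* ts1. *nos* had the paper's -0.14 against 0.16 in *dhd* KO*; l(3)mbt* ts1. *Ocho* in *dhd* KO*; l(3)mbt* ts1 had the paper's -1.59 against -0.90, *HP1D3csd* the paper's -1.74 against -1.43, *fj* the paper's -1.65 against -1.07, *CG43394* the paper's -1.08 against -0.33 and *CG14968* the paper's -2.05 against -1.25. *Ocho* in *TrxT* KO*; l(3)mbt* ts1 had the paper's -1.09 against -0.41. *vas* in *Df(1)J5; l(3)mbt* ts1 had the paper's -1.07 against -0.81, *piwi* the paper's -1.06 against -0.87 and *CG15930* the paper's -1.56 against -1.05. For each of these values, none of 11 alternatives came near. *nos* in *TrxT* KO*; l(3)mbt* ts1 had the paper's -1.05 against -0.75, near with array quality weights (-0.93), without *l(3)mbt* ts1 replicate B (-0.91) and without *TrxT* KO*; l(3)mbt* ts1 replicate A (-0.98), and by none of the other 8. *nos* in *Df(1)J5; l(3)mbt* ts1 had the paper's -1.43 against -1.07, near without *l(3)mbt* ts1 replicate B (-1.22) and without *Df(1)J5; l(3)mbt* ts1 replicate B (-1.29), and by none of the other 9.

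The mean RPKM in the source data of Fig. 3E is, for *TrxT*, the paper's 40.4 against 5.70 in *l(3)mbt* ts1 and the paper's 34.6 against 4.21 in *dhd* KO*; l(3)mbt* ts1. For *dhd* it is the paper's 126 against 6.94 in *l(3)mbt* ts1 and the paper's 94.7 against 8.07 in *TrxT* KO*; l(3)mbt* ts1. In genotypes with a lesion in the gene the 2 sets were near each other. *TrxT* had the paper's 0.67 against 0.844 in *TrxT* KO*; l(3)mbt* ts1 and the paper's 0.18 against 0.244 in *Df(1)J5; l(3)mbt* ts1. *dhd* had the paper's 0.863 against 0.903 in *dhd* KO*; l(3)mbt* ts1 and the paper's 2.66 against 2.15 in *Df(1)J5; l(3)mbt* ts1. The second value of each pair is the deposited one, to which no alternative applies.

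The paper counts *nanos* and *Ocho* as downregulated in *TrxT* KO*; l(3)mbt* ts1, where neither passed the limits here (-0.75 and -0.41). It also counts *Ocho*, *Lcp9*, *CG43394* and *CG14968* as downregulated in *dhd* KO*; l(3)mbt* ts1, which were not past both limits (-0.90, -0.89, -0.33 and -1.25). *Ocho* passed in *dhd* KO*; l(3)mbt* ts1 without *l(3)mbt* ts1 replicate C (-1.01) and without *dhd* KO*; l(3)mbt* ts1 replicate C (-1.08), and *Lcp9* without *dhd* KO*; l(3)mbt* ts1 replicate A (-1.12). *CG14968* passed with a replicate block, with array quality weights (-1.51), without *dhd* KO*; l(3)mbt* ts1 replicate C (-1.75) and in the fit of 15 male libraries, chosen after seeing the values. The paper shows all 21 genes of Fig. 3E as downregulated in *Df(1)J5; l(3)mbt* ts1, where *CG31373*, *piwi*, *Lcp9*, *vas*, *SkpB* and *Rh4* did not pass the fold limit here. The paper places *Df(1)J5; l(3)mbt* ts1 with *w1118* in the tree, as did heatmap.2 with rows scaled, run after seeing the values, and unscaled RPKM (0.694). Distances over row Z-scores joined *Df(1)J5; l(3)mbt* ts1 with *l(3)mbt* ts1 (ratio 1.04), except without *l(3)mbt* ts1 replicate B, *l(3)mbt* ts1 replicate C or *Df(1)J5; l(3)mbt* ts1 replicate B (0.957, 0.993 and 0.971), where it joined *w1118*.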

Other observations

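The tests in this part were chosen after the results were seen. Between the deposited values and Dataset EV1, the log2 fold changes of mMBTS genes against *l(3)mbt* ts1 differed gene by gene. Over 623 genes with a mean of at least 1 RPKM, these differences correlated between the double mutants with Pearson's r of at least 0.951. Between *Df(1)J5; l(3)mbt* ts1 and *dhd* KO*; l(3)mbt* ts1 the difference had an interquartile range of 0.00637 across genes, against 0.264 between *Df(1)J5; l(3)mbt* ts1 and *l(3)mbt* ts1. One scaling factor per library is argued against by that range of 0.264, and low values by a range of 0.238 over 304 genes with a mean of at least 5 RPKM and no pseudocount. For 621 of the 623 genes these values leave a gene-specific shift between *l(3)mbt* ts1 and the 3 double mutants together, with the 3 differences of a gene at most 0.0777 apart. *TrxT* and *dhd*, the 2 genes with lesions in these stocks, are the exceptions: the difference for *TrxT* was -0.145 in *dhd* KO*; l(3)mbt* ts1, 3.18 in *TrxT* KO*; l(3)mbt* ts1 and 3.30 in *Df(1)J5; l(3)mbt* ts1, and for *dhd* 0.698 in *TrxT* KO*; l(3)mbt* ts1, 4.04 in *dhd* KO*; l(3)mbt* ts1 and 4.08 in *Df(1)J5; l(3)mbt* ts1. A shift common to the 3 double mutants is not what separates the 2 sets for those 2 genes. Their mean RPKM in Fig. 3E was near the deposited one in genotypes with a lesion in the gene. It was far higher in *l(3)mbt* ts1 and in the single knock-out that keeps the gene, and the reason stays open. Against *w1118*, 641 genes with *w1118* above one identical value were lower than published by a median of -1.07, and 195 at one identical value by -5.87, so identical values in *w1118* are not the whole cause. The step in the authors' processing that separates the 2 sets was not identified, and no biological explanation was tested, since both sets come from the same libraries.

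With the published differences put back into the deposited values, 170 mMBTS genes were lower in *Df(1)J5; l(3)mbt* ts1. That setting is built from the paper's own fold changes, so a count near the paper's says nothing about how much of the gap the shift explains, which stays open. *Df(1)J5; l(3)mbt* ts1 joined *w1118* over unscaled RPKM and *l(3)mbt* ts1 over row Z-scores. With the differences put back, the ratio over row Z-scores rose to 1.254. For the distances that setting also moves *w1118* by its published differences, so it cannot show whether the shift accounts for the join with *l(3)mbt* ts1. Without the 10 genes of highest RPKM the unscaled ratio was 0.751 and *Df(1)J5; l(3)mbt* ts1 still joined *w1118*. Without the 5 genes of largest share of the distance between *Df(1)J5; l(3)mbt* ts1 and *l(3)mbt* ts1, picked by that distance after the results were seen, the ratio was 0.901 and *Df(1)J5; l(3)mbt* ts1 still joined *w1118*. Without the 50 highest the ratio was 1.107, on the side of *l(3)mbt* ts1, so the weight of these 50 genes together is a candidate explanation for the difference between the scales. Without the 100 highest the ratio was 1.073, and complete linkage joined *Df(1)J5; l(3)mbt* ts1 with *w1118* while average linkage joined it with *l(3)mbt* ts1. The median departure from additivity over the mMBTS was -0.02 in the published log2 fold changes too, so the shift does not explain a median near 0.

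Marker genes in *Df(1)J5; l(3)mbt* ts1 against *l(3)mbt* ts1 were tested as a sign of cell composition. Neuron markers were higher, with a median log2 fold change of 0.61 (11 of 12 higher, 0 of the 12 in the lists), and neuroblast markers lower, with a median of -0.62 (6 of 8 lower, 5 of the 8 in the M-tSDS and 1 in the mMBTS). Fewer neuroblasts and more neurons may therefore contribute to the fall of mMBTS and M-tSDS genes, although the neuron markers were also higher in *l(3)mbt* ts1 than in *w1118* (0.55). A lower share of brain cells is argued against by the glia markers, with a median of 0.32 (6 of 8 higher). The 11 neuroepithelium markers had a median of -0.027 with 6 lower and 5 higher, and 5 of them are in the M-tSDS. At an adjusted p-value under 0.05 (limma), 5 were lower and 4 higher, so the median near 0 does not mean no change. Markers that move in both directions cannot decide whether neuroepithelial cells were fewer. In stained brains, the paper measured a smaller neuroepithelium relative to the brain lobe in male *Df(1)J5; l(3)mbt* ts1 than in *l(3)mbt* ts1. A smaller neuroepithelium may therefore also contribute to the fall of mMBTS and M-tSDS genes, by an amount these markers cannot give. Fat body markers had a median of -1.42 (7 of 7 lower), haemocyte markers -0.45, muscle markers 0.33 and eye disc markers 0.14. The lists for gut (1 of 13 genes in the table), salivary gland (1 of 8) and testis (2 of 7) were too small to use. An effect of *TrxT* and *dhd* on the genes within each cell stays open beside composition.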
